# Transcriptome Analysis of Liver Cancer Cell Huh-7 Treated With Metformin

**DOI:** 10.3389/fphar.2022.822023

**Published:** 2022-03-23

**Authors:** Chun-Qing Li, Zhi-Qin Liu, Sha-Sha Liu, Gao-Tao Zhang, Li Jiang, Chuan Chen, Du-Qiang Luo

**Keywords:** metformin, transcriptome analysis, hepatocellular carcinoma, signaling pathway, Huh-7

## Abstract

Metformin is a kind of widely used antidiabetic drug that regulates glucose homeostasis by inhibiting liver glucose production and increasing muscle glucose uptake. Recently, some studies showed that metformin exhibits anticancer properties in a variety of cancers. Although several antitumor mechanisms have been proposed for metformin action, its mode of action in human liver cancer remains not elucidated. In our study, we investigated the underlying molecular mechanisms of metformin's antitumor effect on Huh-7 cells of hepatocellular carcinoma (HCC) *in vitro*. RNA sequencing was performed to explore the effect of metformin on the transcriptome of Huh-7 cells. The results revealed that 4,518 genes (with log2 fold change > 1 or < −1, adjusted p-value < 0.05) were differentially expressed in Huh-7 cells with treatment of 25-mM metformin compared with 0-mM metformin, including 1,812 upregulated and 2,706 downregulated genes. Gene ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses identified 54 classical pathways that were significantly enriched, and 16 pathways are closely associated with cancer, such as cell cycle, DNA replication, extracellular matrix–receptor interaction, and so on. We selected 11 differentially expressed genes, which are closely associated with HCC, to validate their differential expressions through a quantitative real-time reverse transcription-polymerase chain reaction. The result exhibited that the genes of fatty acid synthase, mini-chromosome maintenance complex components 6 and 5, myristoylated alanine-rich C-kinase substrate, fatty acid desaturase 2, C-X-C motif chemokine ligand 1, bone morphogenetic protein 4, S-phase kinase-associated protein 2, kininogen 1, and proliferating cell nuclear antigen were downregulated, and Dual-specificity phosphatase-1 is significantly upregulated in Huh-7 cells with treatment of 25-mM metformin. These differentially expressed genes and pathways might play a crucial part in the antitumor effect of metformin and might be potential targets of metformin treating HCC. Further investigations are required to evaluate the metformin mechanisms of anticancer action *in vivo*.

## Introduction

Liver cancer is the most common malignant tumor and the third leading cause of cancer-related mortality worldwide, just next to lung and colorectal cancers. It is estimated that there are approximately 850,000 new cases of liver cancer each year, with a mortality rate of 8.2% of all cancers worldwide (Llovet et al., 2016; Bray et al., 2018). Liver cancer occurs in association with chronic liver injury and hepatocellular death caused by viral hepatitis, chronic alcohol abuse, drugs or chemical insults, obesity, and aflatoxin-B1-contaminated food (Farazi and DePinho, 2006; El-Serag and Rudolph, 2007). Hepatocellular carcinoma (HCC) is the most prevalent type of liver cancer, representing over 80% of all liver cancer cases (Yi et al., 2018). As a highly metastatic and recurrent cancer, HCC tends to be limited with the treatment choices of chemotherapy, surgical resection, liver transplantation, and local ablation in its early stages. Sorafenib is a multikinase inhibitor and has a poor outcome despite being a widely used agent for advanced HCC (Llovet et al., 2008). Similarly, low therapeutic effects were reported for cabozantinib, lenvatinib, and regorafenib (Bruix et al., 2017; Abou-Alfa et al., 2018; Kudo et al., 2018). Therefore, it is urgent to develop new effective drugs to target the HCC cells.

Metformin, as an oral hypoglycemic agent, has been used as the first-line treatment of type 2 diabetes mellitus with a safety profile. Recently, it has been reported that metformin can prevent and control the development of a variety of cancers (Evans et al., 2005; Morales and Morris, 2015).

Abundant epidemiological data have indicated that metformin used in patients with type 2 diabetes mellitus can significantly reduce the incidence of HCC (Lee et al., 2011; Nkontchou et al., 2011; Lee et al., 2012). Moreover, other recent epidemiological studies have demonstrated that metformin treatment can reduce tumor recurrence or improve the prognosis of patients who underwent hepatic resection for HCC (Donadon et al., 2010; Li et al., 2009; Lee et al., 2012; Eisenreich and Leppert, 2017). Several laboratory studies have also confirmed that metformin can inhibit the growth of liver cancer cells by inducing cell arrest and enhancing apoptosis (Buzzai et al., 2007; Ben et al., 2011). Although several mechanisms have been proposed for metformin action, the explicit molecular basis of its antitumor activity in HCC remained incompletely understood. In recent years, with the rapid development of next-generation sequencing technologies, RNA sequencing technology has developed into an effective tool to identify functional genes after treatment with various drugs (Sun et al., 2015). Recently, numerous studies were carried out on the transcriptome profiling of tumor cells for functional gene identification. To gain an intensive insight into the molecular mechanism of metformin treatment on HCC cell Huh-7, we performed a transcriptome screening analysis to identify gene targets and signaling pathways through which metformin might have influenced HCC. Meanwhile, this research is expected to provide an experimental basis for the application of metformin in HCC treatment and help to suggest directions for future investigation.

## Materials and Methods

### Chemicals and Reagents

Dulbecco's modified Eagle's medium (DMEM, 1 g/L D-glucose) was purchased from Gibco. The TRIzol reagent and 0.25% trypsin– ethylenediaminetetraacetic acid (1×) were purchased from Invitrogen (Carlsbad, CA, United States). Fetal bovine serum (900-108) was from GEMINI. 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, M8180) was obtained from Solarbio (Beijing, China). 1,1-Dimethylbiguanide hydrochloride (Metformin, D150959) was purchased from Sigma-Aldrich (Saint Louis, United States). SYBR Green polymerase chain reaction (PCR) Master Mix was purchased from Vazyme (Nanjing, China). TransScript All-in-One First-Strand complementary DNA (cDNA) Synthesis SuperMix was purchased from TRANSGEN BIOTECH (Beijing, China).

### Cell Lines and Cell Culture

HCC cell line Huh-7 was purchased from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China) and cultured in DMEM medium supplemented with 10% fetal bovine serum at 37°C in a culture incubator with 5% CO_2_. The cell culture medium was refreshed every other day. All cell culture experiments were carried out within 10 passages after being thawed.

### 3-(4,5-Dimethylthiazol-2-yl)-2,5-Diphenyltetrazolium Bromide Assay

The exponentially growing Huh-7 cells were grown in 96-well plates with 5,000 cells per well with a 100-µl medium for 24 h and then starved for 12 h at 37°C in a humidified atmosphere containing 5% CO_2_. Subsequently, the Huh-7 cells were treated with the concentrations of 0- and 20-mM metformin dissolved in a complete DMEM. After culturing for 24, 48, and 72 h in a 37°C humidified incubator, 20 µl of 5 mg/ml MTT reagent was added to each well, and the plates were incubated for 4 h. A total of 100 µl of 0.01-M SDS-HCl was then added into each plate and incubated at 37°C overnight, and the optical density value at 570 nm was examined using a microplate reader (Thermo Fisher Scientifc, Inc., Waltham, MA, United States).

### Real-Time Cell Analysis of Metformin

Huh-7 cells in the logarithmic growth phase were planted in 16-well plates (E-plate 16 ACEA Biosciences Inc., San Diego, United States) according to the xCELLigence Real-Time Cell Analyzer (RTCA) DP instrument manual as provided by the manufacturer. To be specific, Huh-7cells were harvested by trypsinization using 0.25% trypsin–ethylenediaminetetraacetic acid and then planted into 16-well plates with 5,000 cells per well with a 100-µl medium. Before planting, cell concentration, aggregation rate, and viability were evaluated by automated Trypan blue exclusion using the Cedex XS Analyzer (Roche, Cedex), and background impedance was measured in 50-μl cell culture medium per well. After planting, impedance was detected in the following schedule: 1-min intervals for 2 h, 5-min intervals for 2 h, and 15-min intervals until metformin treatment. After being starved for 12 h, Huh-7 cells seeded in each plate were treated with the concentrations of 0- and 20-mM metformin dissolved in a complete DMEM. The impedance values were examined in 1-min intervals for 2 h, 5-min intervals for 2 h, and 15-min intervals for the remaining time. The cell index values based on impedance were normalized to the time point of metformin treatment and quantified by the RTCA software program.

### Cell Cycle Analysis

Huh-7 cells were planted into six-well plates at a concentration of 1.5 × 10^5^ cells per well with a 2-ml medium and maintained at 37°C and 5% CO_2_ for 24 h in a humid environment. After being starved in serum-free medium for 12 h, Huh-7 cells were treated with 0- and 20-mM concentrations of metformin for 48 h in a 37°C incubator and then harvested, washed by refrigerated phosphate-buffered saline, fixed in 70% refrigerated ethanol for 4 h at 4°C, and centrifuged at 1,500 rpm for 5 min. Subsequently, the fixed cells were washed by refrigerated phosphate-buffered saline, centrifuged at 1,500 rpm for 5 min and incubated with a mixture of 10-µl RNase, 25-µl propidium iodine (PI), and 500-µl dye buffer in the dark for 30 min at 37°C. Then, cell cycle distribution was analyzed by a fluorescence-activated cell sorting flow cytometer (BD Biosciences, NJ, United States) in G0/G1 phase, S phase, and G2/M phase.

### Total RNA Extraction

Huh-7 cells were planted in six-well plates at 1.5 × 10^5^ cells per well and treated with 0- and 20-mM metformin for 48 h after being starved. Total RNA was pooled from cells and extracted with TRIzol reagent following the detailed procedure provided by the manufacturer. The purity of RNA was assessed with a NanoPhotometer spectrophotometer (IMPLEN, CA, United States). The concentration of RNA was tested with Qubit 3.0 Fluorometer (Life Technologies, CA, United States). The integrity of RNA was confirmed with Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, United States). All samples in this study passed quality control with a minimum RNA integrity number of 8.0.

### Library Construction and RNA Sequencing

A transcriptome sequencing trial was carried out by ANOROAD (Beijing, China). Six cDNA libraries were constructed, *i.e.*, three for the 20-mM metformin group and three for the control group. After finishing libraries construction, qualified libraries were sequenced on an Illumina Hiseq platform.

### Data Analysis

Raw reads were obtained by converting original sequencing images to sequential reads. Clean reads were gained by completing data processing such as filtering low-quality reads, trimming adapter polluted reads, removing reads rich in ploy-N, and so on. The succeeding analyses were on the basis of high-quality clean reads after filtering. The genome version we referred to was Homo_sapiens.GRCh38.87.chr. Cufflinks v2.1.1 was used to analyze differentially expressed genes (DEGs) between the metformin and control groups. Transcript abundance representing the level of gene expression was examined by fragments per kilobase of exon model per million mapped fragments. Cuffdiff software was used to analyze DEGs according to the following three criteria: *1*) log2 fold change value > 1 or < −1; *2*) q-value false discovery rate < 0.05; and 3) fragments per kilobase of exon model per million mapped fragments value > 1.

### Functional Enrichment Analysis

Gene ontology (GO) functional enrichment analysis was carried out to interpret their biological functions to figure out the DEGs with metformin treatment. We used the GOseq R package to map all DEGs and to find significantly enriched GO terms by comparison with the genomic background and defined the GO terms with a corrected *p*-value of less than 0.05 to significantly enrich in DEGs. We used KOBAS software to perform Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs compared with transcriptome background through a hypergeometric test. A hypergeometric *p* < 0.05 was considered to be significantly enriched.

### Quantitative Real-Time Polymerase Chain Reaction on Gene Expressions

The expression levels of total RNA from Huh-7 cells with metformin treatment for 48 h were detected by quantitative real-time (RT) PCR. Glyceraldehyde-3-phosphate dehydrogenase was used as a control gene. The primer sequences of the target and the control genes are shown in Table 1. Specific primers were selected from Gene Bank and synthesized by GENEWIZ (Suzhou Genomics Institute, Suzhou, China). Total RNA (1 μg) was extracted from treated Huh-7 cells using Trizol and reversely transcribed using the RT reagent kit. The real-time PCR reaction was carried out in a 10-μl buffer mixture composed of 5-μl AceQ qPCR SYBR Green Master Mix, 0.2 μM of each primer, 0.31-μl template cDNA, and 4.29-μl water free of nuclease. Thermal cycling was carried out following the instructions below: 95°C for 5 min, 40 cycles at 95°C for 10 s, and 60°C for 30 s. Quantitative RT-PCR assay was done in a 96-well optical plate (Roche, Light Cycler 96). The relative quantity of RNA transcript was worked out with the formula 2ΔCt (comparative cycling-threshold) that represents the difference between target gene expression in treated and control groups. The fold change of target gene cDNA relative to control gene was calculated: FC = 2^−ΔΔCt^.

**TABLE 1:** List of gene primers.

Gene	Forward primer	Reverse primer
FANS	5ʹ-ACA​GCG​GGG​AAT​GGG​TAC​T-3ʹ	5ʹ-GAC​TGG​TAC​AAC​GAG​CGG​AT-3ʹ
MCM6	5ʹ-TCG​GGC​CTT​GAA​AAC​ATT​CGT-3ʹ	5ʹ-TGT​GTC​TGG​TAG​GCA​GGT​CTT-3ʹ
MCM5	5ʹ-ATG​TCG​GGA​TTC​GAC​GAT​CCT-3ʹ	5ʹ-CCA​GGT​TGT​AAT​GCC​GCT​TG-3ʹ
PCNA	5ʹ-AGC​CTG​ACA​AAT​GCT​TGC​TGA​C-3ʹ	5ʹ-AGG​AAA​GTC​TAG​CTG​GTT​TCG​G-3ʹ
MARCKS	5ʹ-AGC​CCG​GTA​GAG​AAG​GAG​G-3ʹ	5ʹ-TTG​GGC​GAA​GAA​GTC​GAG​GA-3ʹ
FADS2	5ʹ-GAC​CAC​GGC​AAG​AAC​TCA​AAG-3ʹ	5ʹ-GAG​GGT​AGG​AAT​CCA​GCC​ATT-3ʹ
CXCL1	5ʹ-CAA​ACC​GAA​GTC​ATA​GCC​ACA​C-3ʹ	5ʹ-CTG​TTC​CTA​TAA​GGG​CAG​GGC-3ʹ
BMP4	5ʹ-ATG​ATT​CCT​GGT​AAC​CGA​ATG​C-3ʹ	5ʹ-CCC​CGT​CTC​AGG​TAT​CAA​ACT-3ʹ
SKP2	5ʹ-ATG​CCC​CAA​TCT​TGT​CCA​TCT-3ʹ	5ʹ-CAC​CGA​CTG​AGT​GAT​AGG​TGT-3ʹ
KNG1	5ʹ-TGC​TCC​AGG​CTG​CTA​CTA​AGT-3ʹ	5ʹ-GGC​TTC​AGT​TAT​GCG​GTA​CAA-3ʹ
DUSP1	5ʹ-TCG​AGA​GGG​CTG​GTC​CTT​AT-3ʹ	5ʹ-GGG​GCG​AGC​AAA​AAG​AAA​CC-3ʹ

### Statistical Analysis

All data of each group were analyzed by mean ± standard deviation for at least three independent trials using SPSS software version 16.0. Unpaired Student's t-test or Mann–Whitney U test was applied to compare the difference between two groups. One-way analysis of variance and Tukey's *post-hoc* test were applied to compare the multiple groups' differences. The difference has a statistical significance when the *p*-value is less than 0.05.

## Results

### Metformin Inhibits the Proliferation of Human Liver Cancer Huh-7 Cells

Previous studies have shown that metformin has an inhibiting effect in various cancer cells (Hsieh et al., 2014; Shi et al., 2017; Yu et al., 2017). To inspect the effect of metformin on the proliferation of Huh-7 cells, an MTT assay was utilized to examine cell viability. The results revealed that metformin inhibited the proliferation of Huh-7 cells in a time-dependent manner treated with 0- and 20-mM metformin for 24, 48, and 72 h (Figure 1A).

**FIGURE 1:**
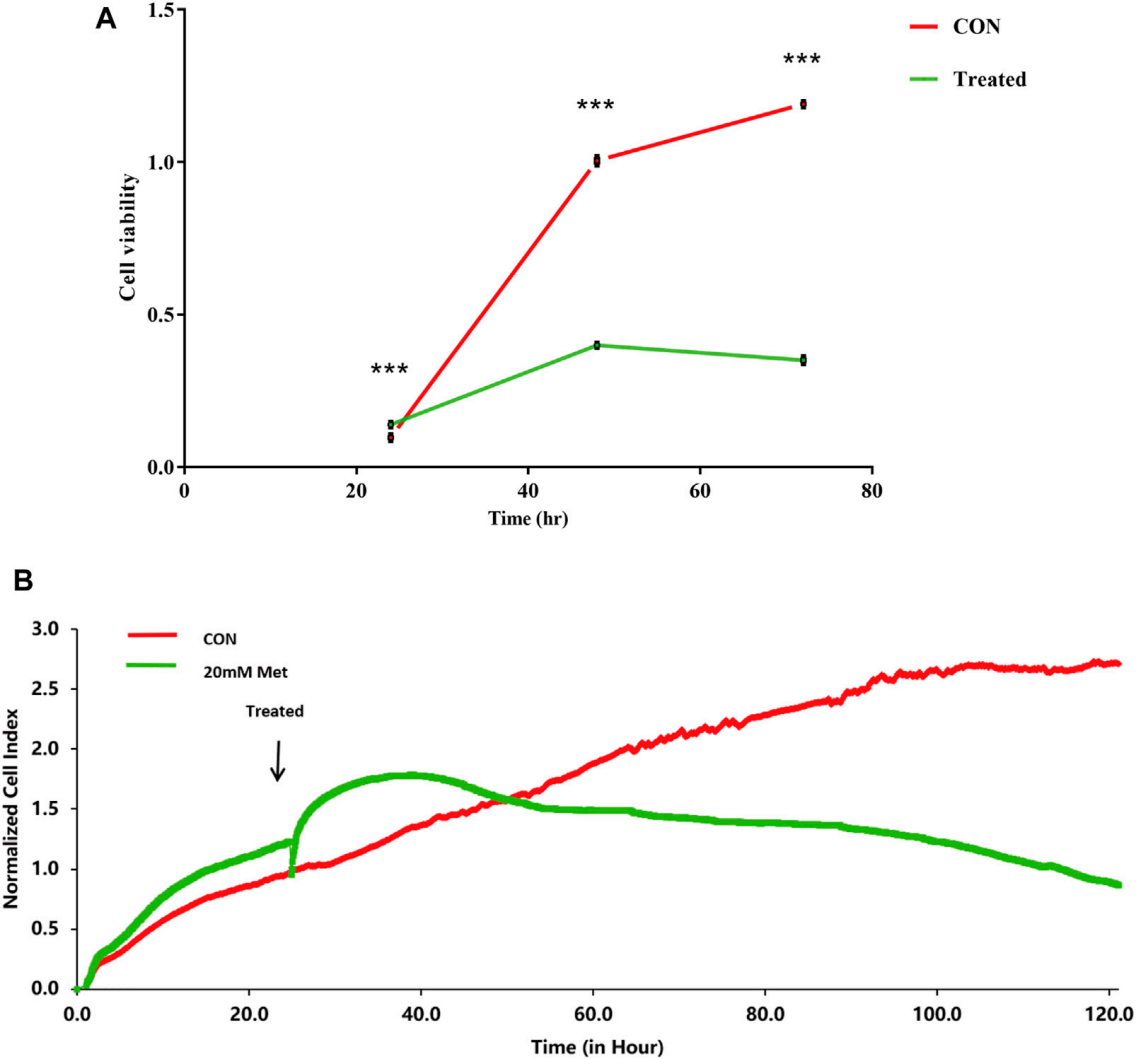
Effect of metformin (Met) on cell growth in Huh-7 cells. **(A)** Cell proliferation was tested through MTT assay. Huh-7 Cells were handled with 20-mM Met for 24, 48, and 72 h, and cell proliferation was tested by MTT reduction assay. Data are presented by mean ± standard deviation of five independent experiments performed in triplicates. ***p < 0.001, **p < 0.01, *p < 0.05 *versus* CON without metformin. **(B)** Real-time monitoring of proliferation of Huh-7 cells on RTCES platform. Cells suspensions were added into E-Plates and laid on RTCES reader to real-timely monitor every 30 min during assay. Arrow denotes point-in-time of adding metformin.

### Time-Dependent Cell Response Analysis of Metformin by Real-Time Cell Analyzer

RTCA is applied to monitor the effect of small molecule compounds and approved drugs on a cell culture based on impedance readout of time-dependent cell response profiles (TCRPs). The utility of this approach is to test how a bioactive compound affects cell proliferation, migration, infiltration, and intercellular interaction. The research paper described that compounds possessed similar activity if they had displayed similar TCRPs based on impedance, and the mechanism of small molecule compounds might be predicted through the TCRP method (Abassi et al., 2009). Our study showed that a bell-shaped TCRP was tested after metformin treatment and the cell index first increased and then decreased compared with the control group, which reflected a final cytotoxic reaction (Figure 1B). In Abassi et al.'s study, bell-shaped TCRP suggested that metformin might interfere with DNA unwinding, replication, synthesis, transcription, and translation, which is in accordance with our transcriptome outcome.

### Metformin Inhibits Cell Cycle Progression in Human Liver Cancer Cells

The cell cycle is composed of a range of tightly controlled events that take place in a cell and drive the replication of DNA and cell division. It was reported that the abnormal control of the cell cycle might be closely associated with the occurrence and development of tumors (Kastan and Bartek, 2004; Ingham and Schwartz, 2017). Therefore, to investigate the effect of pharmacological intervention on the cell cycle is developing into a potential pathway for tumor treatment. To further explore the mechanisms of the cell growth inhibition induced by metformin, we carried out a flow cytometry analysis to inspect alterations of the cell cycle after metformin treatment on Huh-7 cells for 48 h. As shown in Figure 2 **,** metformin could have a significant effect on the cell cycle distribution. Compared with the CON group, 20-mM metformin increased the G1 proportion of Huh-7 cells from 45.18 to 61. 48% and decreased S-phase proportion of cell cycle from 43.16 to 22.00%. These results suggested that metformin inhibited Huh-7 cells growth through arresting cells at the G1 phase.

**FIGURE 2:**
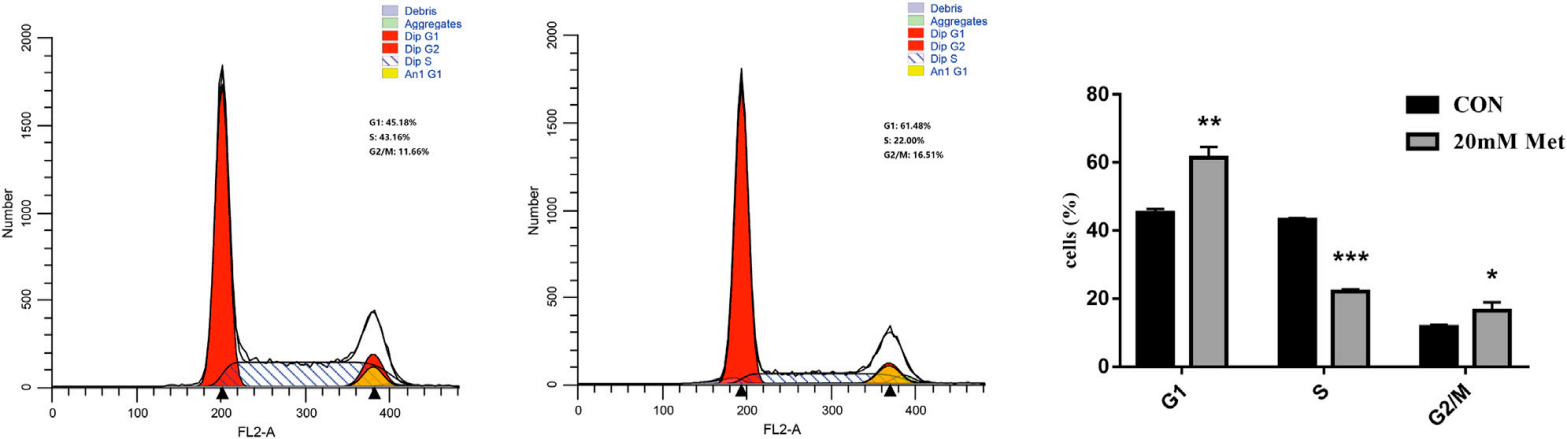
Effect of metformin on cell cycle in Huh-7 cells. Cells were treated with 20-mM Met for 48 h and analyzed for propidium iodide-stained DNA content using flow cytometry. Column diagram shows result of statistical analysis. ***p < 0.001, **p < 0.01, *p < 0.05 *versus* CON without metformin.

### RNA Sequencing Transcriptome Analysis of Metformin Treatment

To further investigate the antitumor biological mechanisms involved with Huh-7 cells treated with metformin, RNA sequencing was performed to detect the effect of metformin on the transcriptome with or without treatment of 20-mM metformin for 48 h in triplicate. 

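RNA of Huh-7 cells, a human hepatocellular carcinoma line, was sequenced after 48 h with 20 mM metformin (3 libraries, metformin replicates 1 to 3) or without it (3 libraries, control replicates 4 to 6). Metformin is a biguanide used against type 2 diabetes and is known to inhibit mitochondrial complex I. The authors deposited FPKM values, fragments per kilobase of exon model scaled to the fragments of each library, for 35840 genes in each library. Per the methods, clean reads were mapped to GRCh38 and Cufflinks 2.1.1 was used, and the aligner is not given in the sources used here. Within a library the FPKM of a gene moves in steps of 1 fragment, and whole fragments were rebuilt from these steps for 99.91% of the 31777 genes above 0. The steps correspond to library totals of 17192221 to 17835152 fragments in the control group (median 17431856) and 17241997 to 18464783 in the metformin group (median 17304880). At these totals 1 fragment in a gene of 1 kb is worth 0.0542 to 0.0582 FPKM. Genes above 0 numbered 24860 to 25163 in the control libraries and 22456 to 23237 in the metformin libraries. The test was limma with a mean-variance trend on log2(FPKM + 1), over the 13094 genes with a mean of at least 1 FPKM in either group, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of low genes. A DEG had an adjusted p under 0.05 and an absolute log2 fold change above 1, and a member of a gene list is said to be higher or lower when its adjusted p is under 0.05. The paper's statistics section gives at least 3 independent trials for its data, and the part on sequencing does not say whether the 3 libraries of a group come from separate cultures, so the p-values are those of the spread between these libraries. Libraries of a group differed by more than the sampling noise of their fragments: over 15244 genes the chi-square per degree of freedom was 4.12 to 12.6 within groups, where 1 is sampling noise, and 128 to 143 between them.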

A total of 37.24-Gb clean bases were obtained, of which 18.53 Gb from the control group (0-mM metformin, three replicates) and 18.71 Gb from the treatment group (20-mM metformin, three replicates). The clean data of all samples reached more than 6.52 Gb, and the percentage of Q30 base was more than 96%. Then, these clean reads of the two groups were mapped to reference genomes version GRCh38 from Homo_sapiens for quantitative measurement of gene expression, and the mapped rate ranged from 98.15 to 98.56%, indicating high levels of gene expression in all samples. 

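After metformin, 2040 of the 13094 genes tested were DEGs, of which 639 (31.3%) were upregulated and 1401 (68.7%) were downregulated. Among the 10 highest upregulated protein-coding genes with a mean of at least 5 FPKM over the 6 libraries were FMOD, a proteoglycan of the extracellular matrix, CYP1A1, a target of the aryl hydrocarbon receptor, RRAD, HKDC1, the metallothioneins MT1G, MT2A and MT1E, AKR1B10 and GADD45G. FMOD rose from 8.34 ± 1.04 FPKM in the control group to 171 ± 21.8 in the metformin group (SD, n = 3 each). Its log2 fold change was 4.20 (standard error 0.11, adjusted p = 8.36e-07). The 10 lowest were CXCL1, OLR1, XAGE2, UHRF1, SMAD6, FADS2, GJA1, CA3, ID1 and MAT2A. OLR1, a receptor for oxidized low-density lipoprotein, fell from 22.6 ± 3.56 to 0.735 ± 0.155 FPKM (log2 fold change -3.76). UHRF1, which maintains DNA methylation at replication, fell from 16.8 ± 0.450 to 0.702 ± 0.103 FPKM (log2 fold change -3.39), and MAT2A, which makes S-adenosylmethionine, from 71.1 ± 0.0715 to 8.46 ± 2.60 FPKM (log2 fold change -2.96). Only genes without overlap between the groups were ranked for these 2 ends. This was common, as 2017 of the 2040 DEGs had no overlap, and at 3 against 3 libraries 10% of genes would have none by accident. XAGE2 and the metallothioneins have close paralogs with which they may share fragments. The Pearson correlation of log2(FPKM + 1) between libraries was 0.987 to 0.992 within groups and 0.888 to 0.906 between them. The split of the DEGs depends on the scaling between libraries: with quantile normalization 868 (46.9%) were upregulated and 984 downregulated, with TMM factors 1164 (55.8%) and 922, and with median-of-ratios factors 1052 (51.7%) and 981. These scalings raised the median log2 fold change of all genes tested, -0.138 without them, by 0.146, 0.254 and 0.215, and voom on the rebuilt fragments shifted it by -0.103. With a pseudocount of 0.1 there were 3420 DEGs, of which 998 were upregulated and 2422 were downregulated.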

A total of 4,518 DEGs were obtained based on screening conditions of adjusted p-value < 0.05 and |log2FoldChange| > 1 with or without metformin treatment in Huh-7 cells**.** Among those genes, 1,812 were upregulated, and 2,706 were downregulated (Figures 3A–C). 

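The transcription factor MYC rose from 25.3 ± 1.99 to 168 ± 19.1 FPKM (SD, n = 3 each) and had the largest increase of the genes in Table 2 that could be tested (log2 fold change 2.68, standard error 0.093, adjusted p = 1.79e-06 from limma). The insulin receptor substrate IRS2 rose from 7.55 ± 0.213 to 29.6 ± 3.50 FPKM (log2 fold change 1.83), and the angiogenic factor VEGFA from 15.1 ± 0.558 to 48.6 ± 3.74 (log2 fold change 1.62). The coactivator CRTC2 (1.47), the transcription factor CREB3L3 (1.81) and the deacetylase SIRT1 (1.29) had log2 fold changes above 1, while CPT1A (0.92), PPARG (0.89), EEF2 (0.95), CREB5 (0.91) and PLA2G4C (0.65) passed the test below it. In all, 17 of the 20 genes that the authors list as upregulated could be tested. All 17 were higher and 12 were DEGs. Of the 20 listed as downregulated, 18 could be tested, and all 18 were lower and were DEGs. The Wnt antagonist DKK1 fell from 59.5 ± 1.90 to 10.2 ± 1.98 FPKM (log2 fold change -2.45, standard error 0.12, adjusted p = 4.20e-06 from limma). The growth factor IGF2 fell from 56.5 ± 2.89 to 21.3 ± 1.62 FPKM (log2 fold change -1.37), and GYS1, muscle glycogen synthase, from 16.9 ± 0.986 to 5.60 ± 0.562 (log2 fold change -1.44). PPFIA4 (-1.35) and PDGFRA (-1.17) started below 2 FPKM, so their fold changes are held down by the pseudocount. The 5 genes below the minimum level were CERS1 with 19 fragments in the control libraries and 120 in the metformin libraries, CHKB-CPT1B with 21 and 26, CPT1B with 69 and 99, CCR6 with 1 and 0, and TCF24 with 47 and 0. Against a floor of 3 fragments over the metformin group, TCF24 was at least 15.8-fold lower. CHKB-CPT1B and CPT1B overlap and may share fragments. These genes were chosen by the authors from the same libraries, so their directions here are not independent evidence. For 11 of them the paper also reports quantitative RT-PCR, with the same directions.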

Some significant genes are shown in Tables 2, 3. Those genes were related to such signaling pathways as cell cycle, cell communication, cell adhesion, blood vessel morphogenesis, extracellular matrix organization, DNA replication, positive regulation of phosphorylation, and so on.

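Genes of hypoxia and angiogenesis, which bear on blood vessels, moved both ways after metformin: of 21 tested, 7 were higher, 8 were lower and 6 did not pass (the same numbers adjusted over the list alone; 10 higher and 7 lower with TMM or median-of-ratios factors). PGF, a placental growth factor of the VEGF family, rose from 1.19 ± 0.606 FPKM in the control group to 6.15 ± 3.24 in the metformin group (SD, n = 3 each; log2 fold change 1.65, adjusted p = 0.00243 from limma). LOX, a cross-linking enzyme of collagen, fell from 11.4 ± 0.482 to 1.88 ± 0.329 FPKM (log2 fold change -2.11), and the carbonic anhydrase CA9 also fell (log2 fold change -1.52). Gene lists for the themes of the paper and for liver cells, 37 in all, were fixed from textbook knowledge and the pathways that the paper names. Some lists hold genes of the paper's Tables 2 and 3, which were picked from these libraries, so their set tests are in part not independent. At least 3 members could be tested in 34 lists. Of all 13094 genes tested, 3784 were higher, 5781 were lower and 3529 did not pass. Counts on both sides of a list are therefore by themselves no result about that list. With camera, a set test that compares a list with the other genes at a preset correlation of 0.01, 4 lists were called upregulated and 12 downregulated at an adjusted p under 0.05. None of the 16 calls held with a correlation estimated from these libraries, where the lowest adjusted p was 0.189. That setting has little power here, as camera then takes its degrees of freedom from the 6 libraries. The G1/S list (0.00441) and fatty acid synthesis (-0.0247) lost their calls with estimates below the preset. Others had higher estimates, such as DNA replication (0.133). Loss of a call there is thus not by itself evidence against a list. The test fry, which asks whether the genes of a list move on balance 1 way, called 31. Themes that the paper drew from these libraries are not independent of them. The list of hypoxia and angiogenesis was not called (adjusted p = 0.718 from camera), with a mean of -0.10 although camera pointed up, and its median was -0.08, or 0.21 with TMM and 0.16 with median-of-ratios factors.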

**FIGURE 3:**
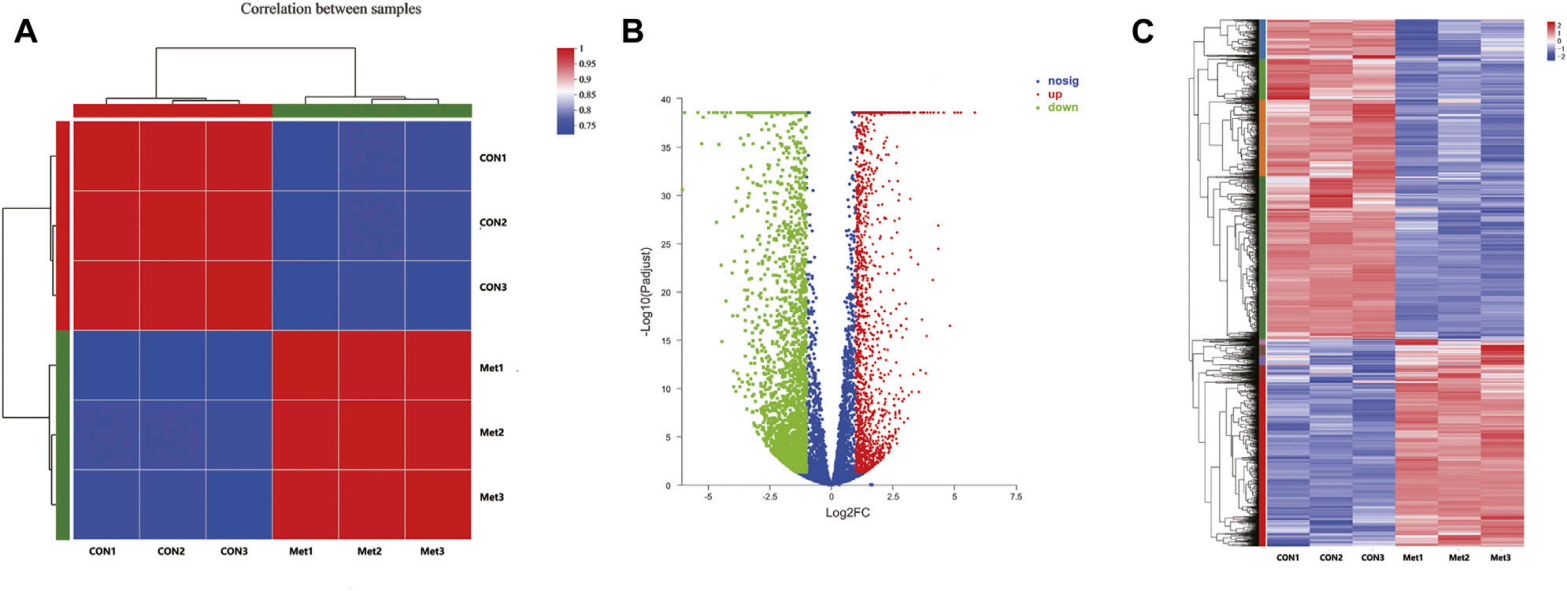
Differentially expressed genes in Huh-7 cells treated with 20-mM metformin for 48 h. **(A)** Correlation coefficient plot. Right and bottom of plot represent sample names, and left and top of plot represent sample clustering. Higher value of correlation coefficient, greater correlation between two samples. **(B)** Volcano map. *x*-Axis indicates log fold change of differential expression genes between treatment and control groups, and *y*-axis indicates −log 10 of adjusted *p*-value. Each point represents a gene. Red points present significantly upregulated genes, green points present significantly downregulated genes, and blue dots were genes with not significantly different expression, which met screening condition of FC > 1, adjusted *p*-value (adj *P*) < 0.05. **(C)** Differential genes cluster heat map. It was a hierarchical clustering analysis of up- and downregulated genes. Red and purple, respectively, indicate up- and downregulated genes.

**TABLE 2:** Twenty significantly upregulated genes linked to cancer in Huh-7 cells treated with metformin.

Gene_ID	Gene name	Gene description	log2FoldChange	Adjusted P-value
ENSG00000136997	MYC	MYC proto-oncogene, bHLH transcription factor	2.98	4.56E−209
ENSG00000223802	CERS1	ceramide synthase 1	2.68	6.05E−22
ENSG00000157613	CREB3L1	cAMP responsive element binding protein 3 like 1	2.42	1.17E−77
ENSG00000113070	HBEGF	heparin-binding EGF like growth factor	2.42	1.11E−30
ENSG00000164136	IL15	interleukin 15	2.40	1.82E−33
ENSG00000120129	DUSP1	dual specificity phosphatase 1	2.39	1.14E−159
ENSG00000185950	IRS2	insulin receptor substrate 2	2.22	1.03E−100
ENSG00000060566	CREB3L3	cAMP responsive element binding protein 3 like 3	2.06	1.40E−60
ENSG00000112715	VEGFA	vascular endothelial growth factor A	1.96	2.70E−130
ENSG00000177606	JUN	Jun proto-oncogene, AP-1 transcription factor subunit	1.82	3.82E−67
ENSG00000066027	PPP2R5A	protein phosphatase 2 regulatory subunit B’alpha	1.76	8.16E−135
ENSG00000160741	CRTC2	CREB regulated transcription coactivator 2	1.75	3.12E−76
ENSG00000096717	SIRT1	sirtuin 1	1.58	6.64E−50
ENSG00000254413	CHKB-CPT1B	CHKB-CPT1B readthrough (NMD candidate)	1.46	4.14E−65
ENSG00000105499	PLA2G4C	phospholipase A2 group IVC	1.45	4.08E−11
ENSG00000146592	CREB5	cAMP responsive element binding protein 5	1.36	4.39E−25
ENSG00000110090	CPT1A	carnitine palmitoyltransferase 1A	1.25	4.77E−51
ENSG00000167658	EEF2	eukaryotic translation elongation factor 2	1.19	1.36E−74
ENSG00000205560	CPT1B	carnitine palmitoyltransferase 1B	“”1.18	4.32E−18
ENSG00000132170	PPARG	peroxisome proliferator activated receptor gamma	1.17	1.92E−27

**TABLE 3:** Twenty significantly downregulated genes linked to cancer in Huh-7 cells treated with metformin.

Gene_ID	Gene name	Gene description	log2FoldChange	Adjusted P-value
ENSG00000112486	CCR6	C-C motif chemokine receptor 6	−9.61	1.18E−14
ENSG00000143847	PPFIA4	PTPRF interacting protein alpha 4	−6.17	2.66E−25
ENSG00000163739	CXCL1	C-X-C motif chemokine ligand 1	−6.27	8.73E−90
ENSG00000261787	TCF24	transcription factor 24	−5.93	1.42E−04
ENSG00000134824	FADS2	fatty acid desaturase 2	−3.22	3.26E−244
ENSG00000113889	KNG1	kininogen 1	−3.12	6.13E−77
ENSG00000134853	PDGFRA	platelet derived growth factor receptor alpha	−3.08	9.92E−05
ENSG00000107984	DKK1	dickkopf WNT signaling pathway inhibitor 1	−2.37	1.94E−01
ENSG00000132646	PCNA	proliferating cell nuclear antigen	−2.31	1.18E−167
ENSG00000125378	BMP4	bone morphogenetic protein 4	−2.12	1.01E−66
ENSG00000145604	SKP2	S-phase kinase associated protein 2	−2.03	5.00E−143
ENSG00000277443	MARCKS	myristoylated alanine rich protein kinase C substrate	−2.00	1.38E−61
ENSG00000100297	MCM5	minichromosome maintenance complex component 5	−1.95	1.26E−94
ENSG00000076003	MCM6	minichromosome maintenance complex component 6	−1.90	1.26E−67
ENSG00000169710	FASN	fatty acid synthase	−1.64	3.38E−61
ENSG00000104812	GYS1	glycogen synthase 1	−1.40	—
ENSG00000137713	PPP2R1B	protein phosphatase 2 scaffold subunit Abeta	−1.38	7.40E−31
ENSG00000167244	IGF2	insulin like growth factor 2	−1.23	4.13E−73
ENSG00000111665	CDCA3	cell division cycle associated 3	−1.16	4.85E−31
ENSG00000182158	CREB3L2	cAMP responsive element binding protein 3 like 2	−1.11	1.51E−34

### Gene Ontology Analysis of Differentially Expressed Genes

To illustrate the functional changes of gene expression associated with metformin treatment in Huh-7 cells, a GO enrichment analysis of 4,518 DEGs from three libraries was carried out. We derived 575 enriched GO terms (q < 0.05), 430 categories in biological processes, 58 categories in cellular components, and 87 categories in molecular functions. The significant enrichment biological processes included cell cycle, cellular response to chemical stimulus, regulation of signaling, biological adhesion, positive regulation of phosphorylation, blood vessel morphogenesis, cell population proliferation, regulation of cell adhesion, and so on (Figures 4A,B and Table 4). 

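Stress genes that answer to chemical stimuli changed in the metformin group, and the balance of higher and lower genes depends on the scaling. Of 18 tested genes of heat shock and oxidative stress, 7 were higher, 6 were lower and 5 did not pass, with the same numbers adjusted over the list alone (10 higher and 2 lower with TMM or median-of-ratios factors). The cochaperone DNAJB1 rose from 46.1 ± 3.12 to 155 ± 12.3 FPKM (SD, n = 3 each; log2 fold change 1.73, standard error 0.074, adjusted p = 3.00e-06 from limma), and thioredoxin reductase TXNRD1 from 30.1 ± 0.529 to 72.9 ± 7.48 (log2 fold change 1.24). Of the 37 genes of the integrated stress response, the targets of the transcription factor ATF4, 17 were higher, 10 were lower and 10 did not pass (the same over the list alone; 23 higher and 8 lower with TMM or median-of-ratios factors). PPP1R15A, a regulatory subunit of the phosphatase that restarts translation, rose from 41.2 ± 4.62 to 320.1 ± 31.2 FPKM (log2 fold change 2.93), the secreted factor GDF15 from 59.3 ± 11.1 to 352 ± 24.1 (log2 fold change 2.56) and DDIT3, a proapoptotic transcription factor, from 9.50 ± 1.74 to 40.5 ± 4.81 (log2 fold change 1.99). CHAC1, which degrades glutathione, fell from 26.5 ± 5.18 to 3.27 ± 0.888 FPKM (log2 fold change -2.70). Among 25 tested p53 targets 8 were higher, 10 were lower and 7 did not pass, again with the same numbers over the list alone (11 higher and 6 lower with TMM factors, 11 and 8 with median-of-ratios factors). GADD45A, a growth arrest gene, had the largest change of the list (from 15.8 ± 1.92 to 121 ± 11.5 FPKM, log2 fold change 2.86). The integrated stress response list was called upregulated (adjusted p = 0.0236 from camera), with an adjusted p = 0.698 with an estimated correlation. This call was also lost with quantile normalization (adjusted p = 0.132), with TMM (adjusted p = 0.0683) and median-of-ratios factors (adjusted p = 0.0618) and without control replicate 4 (adjusted p = 0.052), in a range of 0.00121 to 0.132 over 12 settings. The other lists were not called (heat shock and oxidative stress, adjusted p = 0.196, with a mean of 0.20 and a median of -0.01; p53 targets, adjusted p = 0.746, with a mean of 0.04 and a median of -0.08), and both medians were above 0 with TMM (0.27 and 0.18) and median-of-ratios factors (0.23 and 0.15).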

Meanwhile, we performed GO enrichment analysis of upregulated and downregulated DEGs. The downregulated genes were significantly enriched in 212 GO terms (q < 0.05), which are 146 categories in biological process, 29 categories in a cellular component, and 37 categories in molecular function. 

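Most genes of fatty acid and cholesterol synthesis were lower in the metformin group. Of 22 tested genes of fatty acid synthesis and desaturation, 17 were lower, 3 were higher and 2 did not pass (the same numbers adjusted over the list alone). ACSL4, which activates long-chain fatty acids, fell from 86.4 ± 7.80 to 24.0 ± 1.53 FPKM (SD, n = 3 each; log2 fold change -1.81, standard error 0.078, adjusted p = 3.01e-06 from limma), and the desaturase FADS1 from 40.8 ± 2.63 to 13.1 ± 0.425 (log2 fold change -1.57). The members that rose were FADS3, ME1 and MLXIPL, a carbohydrate-responsive transcription factor (log2 fold change 0.96). Of the 26 genes of cholesterol synthesis and uptake 22 were lower, 16 of them more than 2-fold, 2 were higher and 2 did not pass, with the same numbers over the list alone. FDPS fell from 44.3 ± 1.98 to 9.41 ± 0.954 FPKM (log2 fold change -2.12) and MVD from 42.6 ± 1.89 to 9.69 ± 0.685 (log2 fold change -2.03), both enzymes of the mevalonate pathway. GGPS1 (0.32) and SREBF2 (0.49), the transcription factor of this pathway, were the higher members. Both lists were called downregulated by camera, fatty acid synthesis with an adjusted p = 0.00403 (adjusted p = 0.189 with an estimated correlation) and cholesterol synthesis with an adjusted p = 7.66e-05 (adjusted p = 0.473 with an estimated correlation). The median log2 fold changes were -0.88 and -1.14, and -0.60 and -0.86 with TMM factors, the setting that moved them most towards 0.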

The top of the ranking categories in the biological process included DNA replication, fatty acid (FA) biosynthetic process, steroid metabolic process, mitotic cell cycle, and so on (Figures 4C,D and Table 5). The upregulated genes were significantly enriched in 618 GO terms (q < 0.05), among which 469 in biological process, 44 in a cellular component, and 105 in molecular function. The top of the ranking list in biological process with upregulated genes included regulation of positive regulation of intracellular signal transduction, cell surface receptor signaling pathway, response to cytokine, and so on (Figures 4E,F and Table 6). 

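Genes that respond to TNF and NF-kB, a readout of cytokine signaling, moved both ways after metformin. Of 15 tested genes, 7 were higher, 6 were lower and 2 did not pass (the same numbers adjusted over the list alone). NFKBIA, the inhibitor of NF-kB, rose from 15.1 ± 1.95 to 55.3 ± 11.9 FPKM (SD, n = 3 each; log2 fold change 1.79, standard error 0.15, adjusted p = 4.05e-05 from limma). The chemokines CXCL8, from 7.66 ± 0.957 to 0.609 ± 0.202 FPKM (log2 fold change -2.43, adjusted p = 4.69e-06), and CXCL5, from 26.3 ± 5.59 to 7.63 ± 0.932 (log2 fold change -1.65, adjusted p = 4.65e-05), fell. The cytokine IL15, outside this list, rose from 0.691 ± 0.106 to 3.18 ± 0.567 FPKM (adjusted p = 4.43e-05 from limma). IL15 was named in Table 2 from the same libraries, so its direction is not independent evidence. In all 4 genes the 3 metformin libraries lay on 1 side of the 3 control libraries, as in nearly all DEGs. The list was not called by camera (adjusted p = 0.663), which pointed up while its mean was -0.41 and its median -0.02, or 0.24 with TMM and 0.20 with median-of-ratios factors.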

The enrichment degree of membrane transport and molecular regulation was the highest, and the enrichment rate of protein binding was the highest.

**FIGURE 4:**
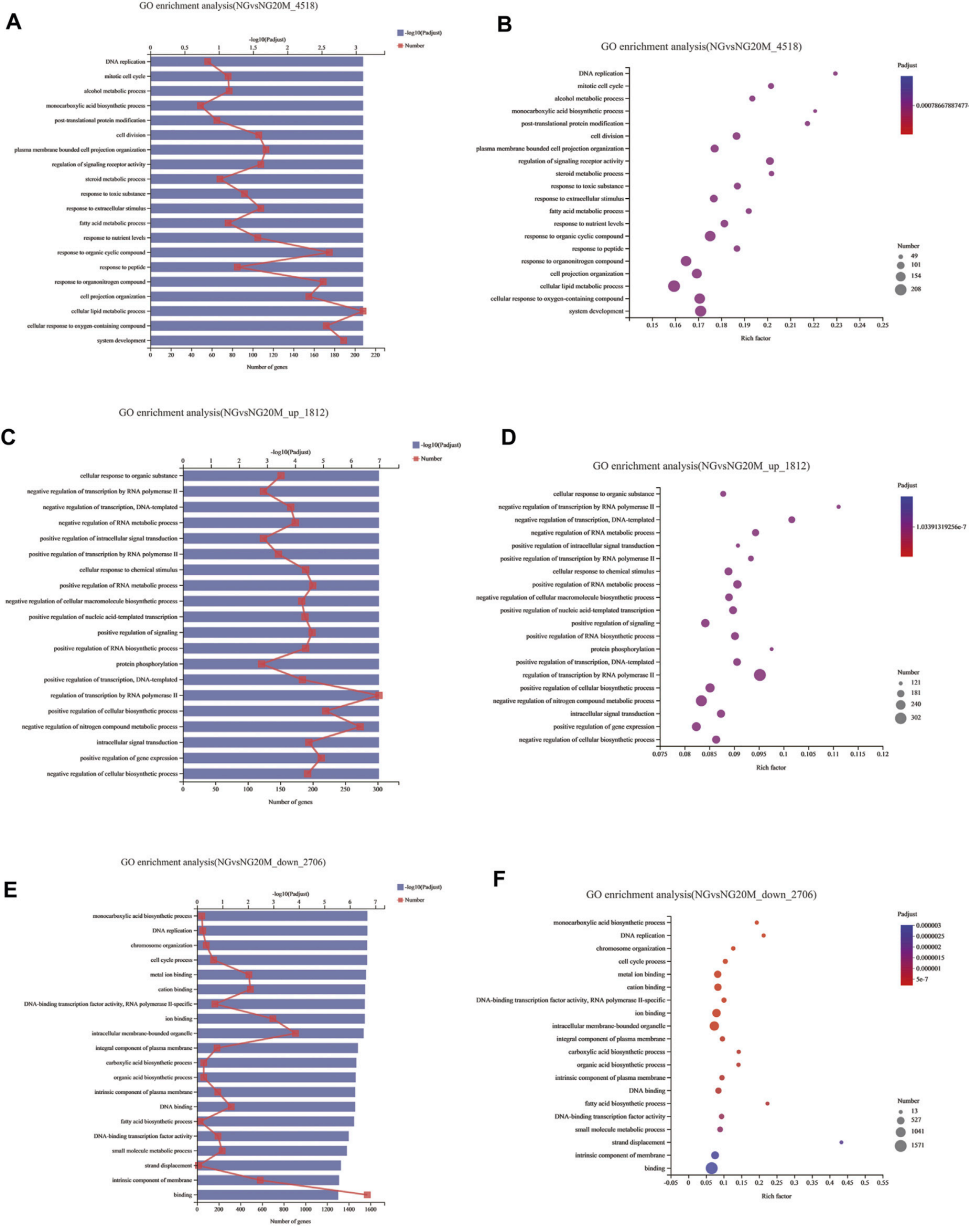
GO enrichment analysis of DEGs in metformin-treated Huh-7. **(A)** Gene ontology (GO) functional classification on all DEGs between control group and metformin treatment group. **(B)** Bubble chart of all DEG GO analyses. **(C)** GO functional classification on upregulated DEGs. **(D)** Bubble chart of upregulated DEG GO analyses. **(E)** GO functional classification on downregulated DEGs. **(F)** Bubble chart of downregulated DEG GO analyses. In column charts, upper *x*-axis indicates quantity of genes corresponding to different points on fold line; lower *x*-axis indicates negative logarithm of adjusted p-value of GO terms representing significance enrichment level corresponding to height of column; *y*-axis indicates GO terms. In bubble charts, *y*-axis represents GO terms; *x*-axis indicates Rich factor, which is ratio of sample quantity enriched in GO term to background quantity of annotated genes. Bigger Rich factor, higher enrichment degree. Dot dimension represents quantity of genes of GO terms, and dot color corresponds to different *p*-value ranges.

**TABLE 4:** List of 20 biological process entries for all differentially expressed genes.

GO ID	Description	Number	Adjusted P-value
GO:0007049	cell cycle	172	0.00079
GO:0022402	cell cycle process	230	0.00079
GO:0070887	cellular response to chemical stimulus	337	0.00079
GO:0042325	regulation of phosphorylation	328	0.00079
GO:0035556	intracellular signal transduction	317	0.00079
GO:0007154	cell communication	167	0.00079
GO:0023051	regulation of signaling	686	0.00080
GO:0009967	positive regulation of signal transduction	311	0.00080
GO:0022610	biological adhesion	176	0.00082
GO:0030198	extracellular matrix organization	77	0.00083
GO:0042326	negative regulation of phosphorylation	108	0.00085
GO:0034097	response to cytokine	119	0.00085
GO:0007155	cell adhesion	173	0.00098
GO:0043408	regulation of MAPK cascade	159	0.00148
GO:0023052	signaling	127	0.00236
GO:0042327	positive regulation of phosphorylation	210	0.00275
GO:0008283	cell population proliferation	151	0.00338
GO:0030155	regulation of cell adhesion	151	0.00407
GO:0007267	cell-cell signaling	113	0.00413
GO:0048514	blood vessel morphogenesis	26	0.00693

**TABLE 5:** List of 20 biological process entries for upregulating differentially expressed genes.

GO ID	Description	Number	Adjusted P-value
GO:1902533	positive regulation of intracellular signal transduction	124	1.03E−07
GO:1902531	regulation of intracellular signal transduction	218	1.03E−07
GO:0009967	positive regulation of signal transduction	188	1.03E−07
GO:0048584	positive regulation of response to stimulus	244	1.03E−07
GO:0009966	regulation of signal transduction	349	1.03E−07
GO:0051716	cellular response to stimulus	314	1.03E−07
GO:0023051	regulation of signaling	376	1.03E−07
GO:0010646	regulation of cell communication	371	1.03E−07
GO:0032879	regulation of localization	269	1.04E−07
GO:0001932	regulation of protein phosphorylation	163	1.26E−07
GO:0043408	regulation of MAPK cascade	91	8.58E−06
GO:0007166	cell surface receptor signaling pathway	220	1.08E−05
GO:0043405	regulation of MAP kinase activity	48	3.11E−05
GO:0010942	positive regulation of cell death	85	3.67E−05
GO:0043065	positive regulation of apoptotic process	80	5.13E−05
GO:0042981	regulation of apoptotic process	164	5.36E−05
GO:0080135	regulation of cellular response to stress	86	5.36E−05
GO:0001817	regulation of cytokine production	78	7.97E−05
GO:0034097	response to cytokine	66	0.00012
GO:0030155	regulation of cell adhesion	83	0.00027

**TABLE 6:** List of 20 biological process entries for downregulating differentially expressed genes.

GO ID	Description	Number	Adjusted P-value
GO:0072330	monocarboxylic acid biosynthetic process	43	2.08E−07
GO:0006260	DNA replication	52	2.08E−07
GO:0051276	chromosome organization	84	2.12E−07
GO:0022402	cell cycle process	152	2.12E−07
GO:0006633	fatty acid biosynthetic process	28	6.93E−07
GO:0098742	cell-cell adhesion *via* plasma-membrane adhesion molecules	46	5.50E−06
GO:1903047	mitotic cell cycle process	98	1.57E−05
GO:0007049	cell cycle	94	0.00076
GO:0008202	steroid metabolic process	43	0.00087
GO:0030195	negative regulation of blood coagulation	14	0.00131
GO:0000278	mitotic cell cycle	46	0.00139
GO:0007155	cell adhesion	105	0.00329
GO:0098609	cell-cell adhesion	63	0.00341
GO:0000082	G1/S transition of mitotic cell cycle	21	0.00341
GO:0044843	cell cycle G1/S phase transition	21	0.00376
GO:0010469	regulation of signaling receptor activity	55	0.01937
GO:0007267	cell-cell signaling	67	0.03282
GO:0023052	signaling	74	0.03832
GO:0055091	phospholipid homeostasis	5	0.04751
GO:0030193	regulation of blood coagulation	16	0.04778

KEGG pathway analysis of differentially expressed genes.

Genes in an organism mutually coordinate to perform biological functions, and pathway analysis is conducive to further understanding them. To identify molecular mechanisms of metformin acted on Huh-7 cells, the 4,518 DEGs were subjected to KEGG enrichment analysis. 

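Most genes of the liver's complement and coagulation system fell in the metformin group. Of 29 tested genes 20 were lower, 13 of them more than 2-fold, 3 were higher and 6 did not pass (the same numbers adjusted over the list alone). On the scale of log2(FPKM + 1) the 3 fibrinogen chains had the largest changes. FGA fell from 204 ± 28.0 to 26.7 ± 6.51 FPKM (SD, n = 3 each; log2 fold change -2.91, standard error 0.17, adjusted p = 8.02e-06 from limma). FGB fell from 305 ± 48.9 to 43.9 ± 7.64 (log2 fold change -2.77) and FGG from 92.6 ± 19.6 to 14.8 ± 2.52 (log2 fold change -2.56). KNG1 of this list, at -2.12 on that scale, is held down by the pseudocount: its mean FPKM fell 11.6-fold. The complement proteases C1R (0.61) and C1S (0.48) and vitronectin, VTN (0.22), were the higher members. Among 24 tested genes of fatty acid oxidation and PPAR targets, 15 were lower, 4 were higher and 5 did not pass (17 lower and 4 higher adjusted over the list alone; 7 higher and 9 lower with TMM factors, 6 and 9 with median-of-ratios factors). The fatty acid binding protein FABP1 fell from 17.6 ± 1.52 to 5.90 ± 0.341 FPKM (log2 fold change -1.43) and the carnitine carrier SLC25A20 from 21.5 ± 2.04 to 7.37 ± 0.154 (log2 fold change -1.42), whereas PPARGC1A, a coactivator of mitochondrial biogenesis, rose from 0.641 ± 0.112 to 2.65 ± 0.173 (log2 fold change 1.16). Of 15 tested genes of gluconeogenesis and glycogen 5 were higher, 6 were lower and 4 did not pass (the same over the list alone), with SLC37A4, a glucose phosphate transporter, at a log2 fold change of -1.69. By camera, complement and coagulation was called downregulated (adjusted p = 0.00403, and adjusted p = 0.189 with an estimated correlation), and fatty acid oxidation (adjusted p = 0.177) and gluconeogenesis (adjusted p = 0.631) were not. Gluconeogenesis had a mean of 0.06 and a median of -0.13, and with TMM and median-of-ratios factors its median was 0.14 and 0.10, each with 7 genes higher and 2 lower.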

As a consequence, 54 KEGG pathways (*p* < 0.05) (Figures 5A,B and Table 7) were significantly differentially enriched, which included microRNAs in cancer, AMPK signaling pathway, cytokine–cytokine receptor interaction, complement and coagulation cascades, TNF signaling pathway, pathways in cancer, FA biosynthesis, basal cell carcinoma, cGMP-PKG signaling pathway, PPAR signaling pathway, and so on. The 1,812 upregulated genes were significantly enriched in 63 KEGG pathways (*p* < 0.05) (Figures 5C,D and Table 8), which included MAPK signaling pathway, AMPK signaling pathway, Ras signaling pathway, phosphatidylinositol signaling system, ErbB signaling pathway, inositol phosphate metabolism, TNF signaling pathway, Hippo signaling pathway—multiple species, FoxO signaling pathway, aldosterone synthesis and secretion, Jak-STAT signaling pathway, PI3K-Akt signaling pathway, and so on. 

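Immediate early genes and phosphatases of MAPK signaling moved both ways after metformin. Of 28 tested MAPK immediate early genes and phosphatases 13 were higher, 10 of them more than 2-fold, 7 were lower and 8 did not pass (the same numbers adjusted over the list alone; 15 higher and 5 lower with TMM or median-of-ratios factors). KLF4, a transcription factor, rose from 5.78 ± 0.360 to 50.4 ± 4.07 FPKM (SD, n = 3 each; log2 fold change 2.92, standard error 0.074, adjusted p = 7.21e-07 from limma), and JUN, a subunit of AP-1, from 27.1 ± 2.08 to 81.3 ± 9.88 (log2 fold change 1.55). FOS, FOSB, FOSL1, EGR2, EGR3, DUSP2 and NR4A3 were below the minimum level. Among 10 tested ErbB ligands and receptors 4 were higher, 3 were lower and 3 did not pass, with the same numbers over the list alone (5 higher and 2 lower with TMM or median-of-ratios factors). The higher members were ligands of the family, and the receptor EGFR was higher as well with TMM (log2 fold change 0.48, adjusted p = 0.0291) and median-of-ratios factors (0.44, adjusted p = 0.0396). HBEGF rose from 1.54 ± 0.315 to 6.99 ± 1.14 FPKM (log2 fold change 1.65), AREG from 16.7 ± 3.48 to 52.0 ± 9.38 (log2 fold change 1.59), and NRG1 (0.98) and EREG (0.97) rose less. Of 35 tested genes of AMPK and insulin signaling 13 were higher, 10 were lower and 12 did not pass (the same over the list alone), and 21 were higher and 7 lower with TMM or median-of-ratios factors, against 12 and 13 with voom. CREB3L1 rose from 3.73 ± 0.213 to 17.6 ± 2.44 FPKM (log2 fold change 1.97) and PPP2R5A, a regulatory subunit of a protein phosphatase, from 18.0 ± 0.486 to 52.2 ± 2.42 (log2 fold change 1.49), while CREB3L2 (-1.27) and PPP2R1B (-1.27) fell. JUN, HBEGF, CREB3L1, PPP2R5A, CREB3L2 and PPP2R1B are in the paper's Tables 2 and 3, taken from these libraries, so their directions are not independent evidence. Camera called the MAPK list upregulated (adjusted p = 0.0236, and adjusted p = 0.341 with an estimated correlation), a call that was also lost with TMM (adjusted p = 0.101) and median-of-ratios factors (adjusted p = 0.0856) and without metformin replicate 3 (adjusted p = 0.0506), in a range of 0.00641 to 0.101 over 12 settings. The ErbB (adjusted p = 0.352) and AMPK (adjusted p = 0.0773) lists were not called.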

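Most genes tested of homologous recombination and Fanconi anemia were lower in the metformin group. Signaling genes of the BMP and Wnt families changed both ways, as did all 13094 genes tested (3784 higher, 5781 lower and 3529 that did not pass). Of 29 tested genes of homologous recombination and Fanconi anemia 25 were lower, 2 were higher and 2 did not pass (the same numbers adjusted over the list alone). XRCC2, which acts in homologous recombination, fell from 11.2 ± 0.304 to 0.695 ± 0.144 FPKM (SD, n = 3 each; log2 fold change -2.85, standard error 0.080, adjusted p = 9.99e-07 from limma), UBE2T, the ubiquitin-conjugating enzyme of the Fanconi pathway, from 35.6 ± 1.57 to 8.73 ± 0.458 (log2 fold change -1.91) and FANCD2 from 9.10 ± 0.399 to 2.53 ± 0.0912 (log2 fold change -1.51). Of 22 tested genes that degrade valine, leucine and isoleucine 15 were lower, 2 were higher and 5 did not pass (16 lower and 3 higher adjusted over the list alone; 5 higher and 11 lower with TMM factors, 5 and 12 with median-of-ratios factors). BCKDHB, a subunit of the branched-chain ketoacid dehydrogenase, fell from 6.12 ± 0.260 to 1.68 ± 0.287 FPKM (log2 fold change -1.41), and AUH rose from 10.6 ± 0.869 to 26.3 ± 2.50 (log2 fold change 1.24). Of 6 tested ketone body genes 4 were lower and 2 did not pass (the same over the list alone; 1 higher and 4 lower with TMM or median-of-ratios factors). Among 32 tested TGF-beta and BMP genes 18 were lower, 10 were higher and 4 did not pass, likewise over the list alone (of 31 tested, 11 higher and 14 lower with TMM factors, 11 and 16 with median-of-ratios factors). SMAD6, an inhibitory SMAD, fell from 14.0 ± 1.08 to 0.539 ± 0.0295 FPKM (log2 fold change -3.28) and ID1, a target of BMP signaling, from 466 ± 121 to 57.0 ± 6.08 (log2 fold change -2.98). Of 27 tested Wnt and Hedgehog genes 15 were lower, 7 were higher and 5 did not pass (the same over the list alone; of 26 tested, 9 higher and 8 lower with TMM factors, 9 and 9 with median-of-ratios factors); the receptor FZD4 fell from 8.35 ± 0.605 to 1.22 ± 0.397 FPKM (log2 fold change -2.09) and AXIN1 rose from 4.49 ± 0.408 to 12.1 ± 0.855 (log2 fold change 1.25). Camera called the Fanconi list (adjusted p = 4.73e-05, and adjusted p = 0.215 with an estimated correlation) and the branched-chain amino acid list downregulated (adjusted p = 0.0269, and adjusted p = 0.473 with an estimated correlation). Ketone bodies (adjusted p = 0.352), TGF-beta (adjusted p = 0.438) and Wnt and Hedgehog (adjusted p = 0.716) were not called, and the median of the Wnt list was -0.22, or 0.04 with TMM factors.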

The 2,706 downregulated genes were significantly enriched in 41 KEGG pathways (*p* < 0.05) (Figures 5E,F and Table 9), which included DNA replication, cell cycle, FA biosynthesis, valine, leucine and isoleucine degradation, extracellular matrix (ECM)–receptor interaction, transforming growth factor (TGF)-β signaling pathway, Fanconi anemia pathway, basal cell carcinoma, synthesis and degradation of ketone bodies, and so on. In these pathways, we paid most attention to these pathways, such as DNA replication, cell cycle, and ECM–receptor interaction.

**FIGURE 5:**
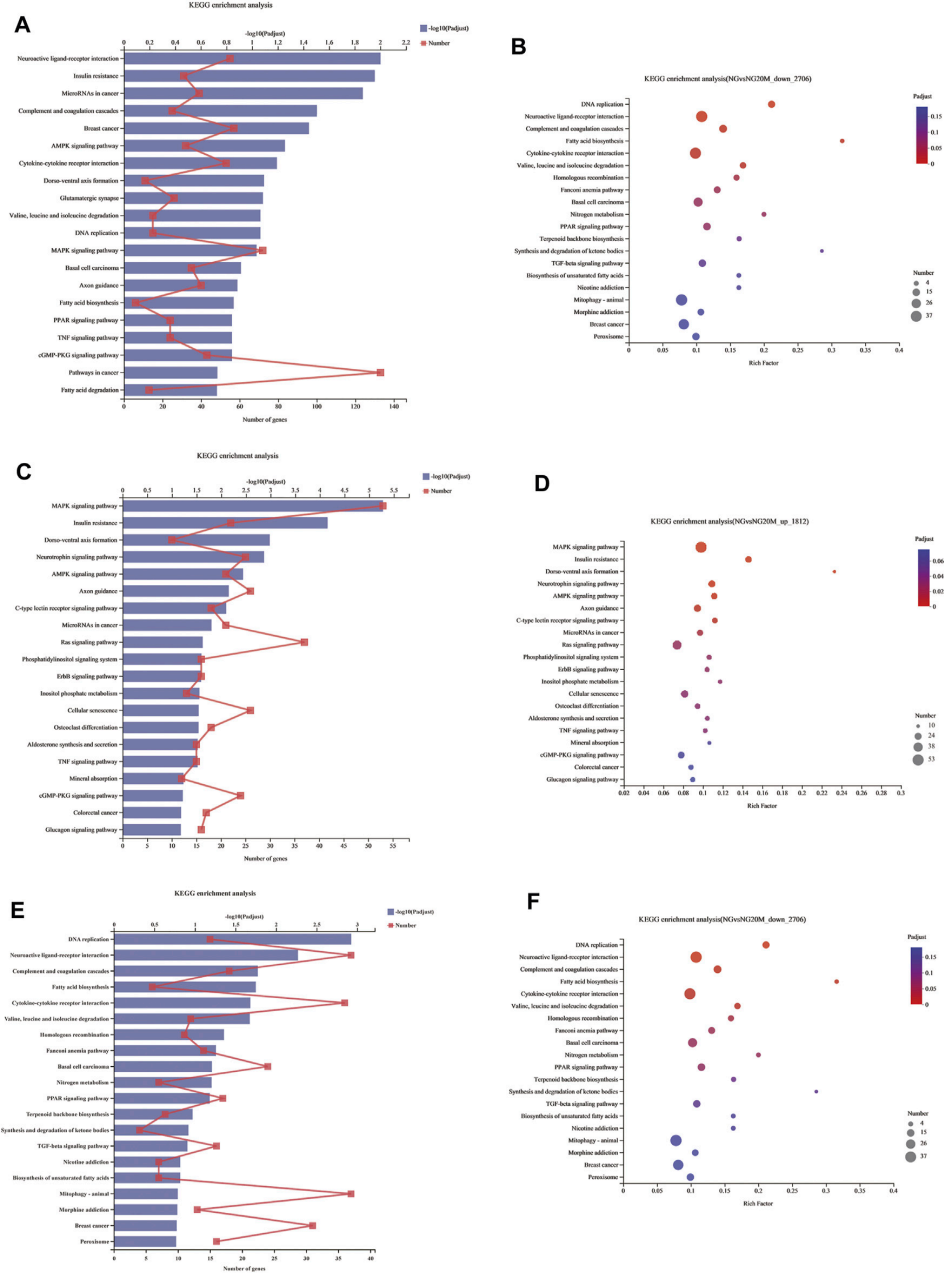
KEGG enrichment analysis of DEGs. **(A)** KEGG enrichment analysis of all DEGs. **(B)** Bubble chart of all DEGs about KEGG enrichment analysis. **(C)** KEGG enrichment analysis of upregulated DEGs. **(D)** Bubble chart of upregulated DEGs about KEGG enrichment analysis. **(E)** KEGG enrichment analysis of downregulated DEGs. **(F)** Bubble chart of downregulated DEGs about KEGG enrichment analysis. In column charts, lower *x*-axis represents number of genes compared with this pathway, corresponding to different dots on fold line; upper *x*-axis indicates significance enrichment level, corresponding to height of column. Smaller FDR is, bigger −log10 (q value) is, and more significantly enriched KEGG pathway is. In bubble charts, *y*-axis represents KEGG pathways and their names; *x*-axis indicates Rich factor, which is ratio of sample quantity enriched in this pathway to background quantity. Bigger Rich factor, higher enrichment degree. Dot dimension represents gene quantity, and dot color corresponds to different *p*-value ranges.

**TABLE 7:** List of 20 KEGG analyses of all differentially expressed genes.

Term	ID	Input number	Background number	*p*-value
Neuroactive ligand-receptor interaction	map04080	55	343	8.47E−05
Insulin resistance	map04931	31	151	3.13E−05
MicroRNAs in cancer	map05206	39	217	7.74E−05
Complement and coagulation cascades	map04610	25	129	0.00044
Breast cancer	map05224	57	381	0.00041
AMPK signaling pathway	map04152	32	189	0.00094
Cytokine-cytokine receptor interaction	map04060	53	365	0.00127
Dorso-ventral axis formation	map04320	11	43	0.00183
Glutamatergic synapse	map04724	26	154	0.00280
Valine, leucine and isoleucine degradation	map00280	15	71	0.00243
DNA replication	map03030	15	71	0.00243
MAPK signaling pathway	map04010	72	542	0.00235
Basal cell carcinoma	map05217	35	234	0.00484
Axon guidance	map04360	40	276	0.00479
Fatty acid biosynthesis	map00061	6	19	0.00670
PPAR signaling pathway	map03320	24	147	0.00610
TNF signaling pathway	map04668	24	147	0.00610
cGMP-PKG signaling pathway	map04022	43	309	0.00733
Pathways in cancer	map05200	133	1,166	0.01530
Fatty acid degradation	map00071	13	70	0.01384

**TABLE 8:** List of 20 KEGG analyses of upregulated differentially expressed genes.

Term	ID	Input number	Background number	*p*-value
MAPK signaling pathway	map04010	53	542	1.60E−08
Insulin resistance	map04931	22	151	4.26E−07
Dorso-ventral axis formation	map04320	10	43	9.52E−06
Neurotrophin signaling pathway	map04722	25	230	1.66E−05
AMPK signaling pathway	map04152	21	189	5.54E−05
Axon guidance	map04360	26	276	0.00013
C-type lectin receptor signaling pathway	map04625	18	161	0.00017
MicroRNAs in cancer	map05206	21	217	0.00038
Ras signaling pathway	map04014	37	503	0.00087
Phosphatidylinositol signaling system	map04070	16	151	0.00069
ErbB signaling pathway	map04012	16	154	0.00086
Inositol phosphate metabolism	map00562	13	111	0.00084
Cellular senescence	map04218	26	320	0.00123
Osteoclast differentiation	map04380	18	191	0.00132
Aldosterone synthesis and secretion	map04925	15	144	0.00119
TNF signaling pathway	map04668	15	147	0.00147
Mineral absorption	map04978	12	113	0.00303
cGMP-PKG signaling pathway	map04022	24	309	0.00332
Colorectal cancer	map05210	17	194	0.00378
Glucagon signaling pathway	map04922	16	179	0.00402

**TABLE 9:** List of 20 KEGG analyses of downregulated differentially expressed genes.

Term	ID	Input number	Background number	*p*-value
DNA replication	map03030	15	71	3.55E−06
Neuroactive ligand-receptor interaction	map04080	37	343	3.22E−05
Complement and coagulation cascades	map04610	18	129	0.00015
Fatty acid biosynthesis	map00061	6	19	0.00032
Cytokine-cytokine receptor interaction	map04060	36	365	0.00025
Valine, leucine and isoleucine degradation	map00280	12	71	0.00031
Homologous recombination	map03440	11	69	0.00092
Fanconi anemia pathway	map03460	14	107	0.00149
Basal cell carcinoma	map05217	24	234	0.00148
Nitrogen metabolism	map00910	7	35	0.00205
PPAR signaling pathway	map03320	17	147	0.00197
Terpenoid backbone biosynthesis	map00900	8	49	0.00384
Synthesis and degradation of ketone bodies	map00072	4	14	0.00504
TGF-beta signaling pathway	map04350	16	147	0.00480
Nicotine addiction	map05033	7	43	0.00680
Biosynthesis of unsaturated fatty acids	map01040	7	43	0.00680
Mitophagy - animal	map04137	37	474	0.01166
Morphine addiction	map05032	13	122	0.01228
Breast cancer	map05224	31	381	0.01153
Peroxisome	map04146	16	161	0.01123

### Quantitative Real-Time Polymerase Chain Reaction Validation

To verify the transcriptome sequencing outcome and to further investigate gene expression pattern associated with cancer, 11 representative genes were selected for quantitative RT-PCR from KEGG data, including microRNAs in cancer pathway [myristoylated alanine-rich C-kinase substrate (MARCKS)], DNA replication pathway [mini-chromosome maintenance complex component 6 (MCM6), MCM5, and proliferating cell nuclear antigen (PCNA)], pathway in cancer [bone morphogenetic protein 4 (BMP4) and S-phase kinase-associated protein 2 (SKP2)], complement and coagulation cascades [kininogen 1 (KNG1)], FA biosynthesis [fatty acid synthase (FASN)], MAPK pathway [dual-specificity phosphatase-1 (DUSP1)], PPAR signaling pathway [fatty acid desaturase 2 (FADS2)], and TNF signaling pathway [C-X-C motif chemokine ligand 1 (CXCL1)]. The RT-PCR results showed that Huh-7 cells treated with metformin compared with the control group had much higher expression of DUSP1 (*p* < 0.05) but lower expressions of FASN, MCM6, MCM5, MARCKS, FADS2, CXCL1, BMP4, SKP2, KNG1, and PCNA (*p* < 0.05), which was consistent with the transcriptome sequencing outcome (Figure 6).

**FIGURE 6:**
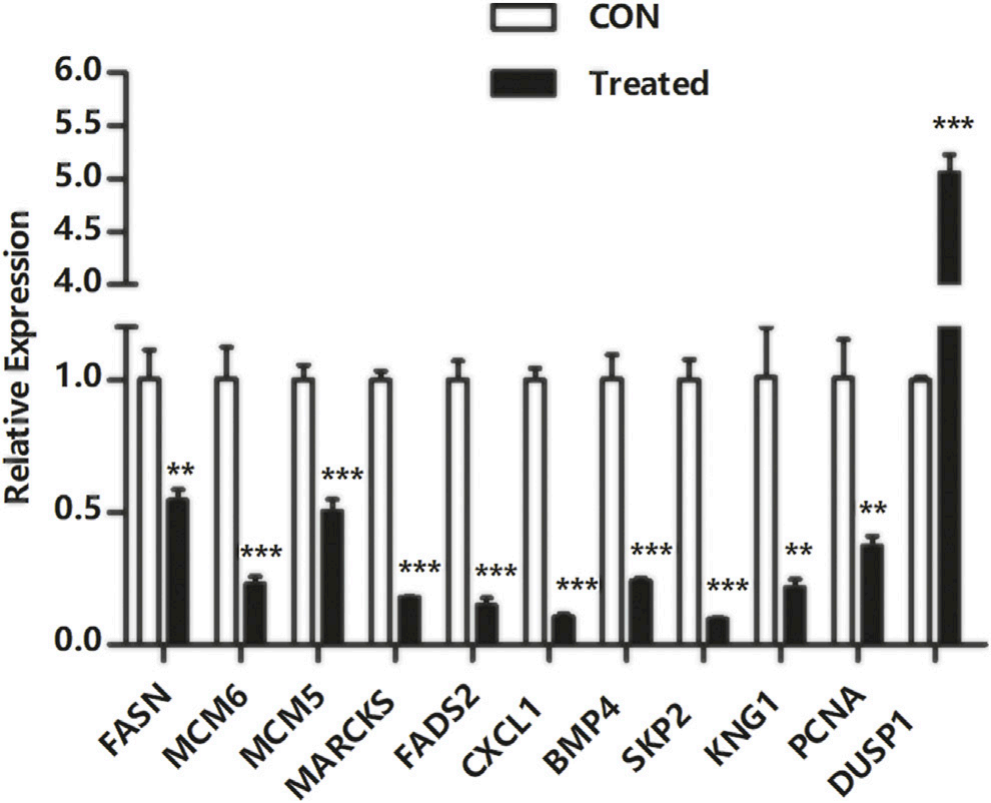
Quantitative real-time polymerase chain reaction validation of DEGs. Total RNA was isolated from Huh-7 cells treated with 20-mM metformin and carried out a quantitative real-time polymerase chain reaction trial in triplicate. Glyceraldehyde-3-phosphate dehydrogenase was a reference gene. Use a comparative threshold cycle (Ct) method to analyze data. *p < 0.05,**p < 0.01, ***p < 0.001 *versus* CON without metformin.

## Discussion

Human liver cancer cell lines are commonly used for the detection of anticancer drugs and the research on physiological characteristics of liver cells because they are derived from the tissues of hepatocarcinoma patients, have a set of complete genes, and are able to be relatively stably passaged. The widely used liver cell lines contain Huh-7, HepG-2, SMMC-7721, Bel-7402, and so on. Huh-7 cell line possessing the properties of being positive for AFP (Nakabayashi et al., 1985) and negative for HBV and susceptible to HCV (Sainz et al., 2009) compared with other liver cancer lines can be applied to study the regulation mechanism of gene expression, metabolism, xenotransplantation animal models, and so on.

Transcriptome analysis has been used to identify a potential mechanism of drug action on cancer from the perspective of functional genes and pathway networks (Abaan et al., 2013). An investigative transcriptome analysis was carried out to elucidate an underlying action mechanism of metformin in liver cancer cells. We discovered probable gene targets of metformin through researching differential gene expression and described underlying signaling pathways induced by metformin. Although further investigation is needed to verify these findings, this study may still supply a new perspective for functional validation of succeeding trials. The occurrence and development of cancer are complicated processes involving gene changes. The analysis of participation of a variety of signal molecules in the biological process helps to clarify metformin's antitumor mechanism. The transcriptome analysis revealed that loads of genes were significantly altered in Huh-7 cells with treatment of metformin, implying that these significantly changed genes might play a significant role in the antitumor effect of metformin *in vitro*. These genes involved 10 downregulated ones and 1 upregulated one in Huh-7 cells treated with metformin.

DUSP1 is a kind of phosphatase and can negatively regulate the activation of JNKs, ERKs, and p38 MAPK, which plays an important role in the regulation of the human cell growth cycle and tumor genesis and development through signaling pathways such as the MAPK pathway (Ueda et al., 2003). In this research, the expression of DUSP1 was upregulated in Huh-7 cells after metformin treatment. 

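DUSP1, at chromosome 5 from 172768096 to 172771195 of GRCh38, rose from 71.8 ± 6.10 FPKM in the control group to 305 ± 23.1 in the metformin group (SD, n = 3 each). Its log2 fold change was 2.07 (standard error 0.079, adjusted p = 2.16e-06 from limma), and its fragments numbered 7613 over the control libraries and 32618 over the metformin libraries. Every metformin library lay above every control library, and nearly all DEGs had such a lack of overlap. Of the other phosphatases of the family, DUSP8 rose from 5.84 ± 0.894 to 32.5 ± 4.60 FPKM (log2 fold change 2.29), DUSP10 from 10.4 ± 1.44 to 50.7 ± 1.52 (log2 fold change 2.19), DUSP5 from 12.6 ± 0.351 to 47.9 ± 3.83 (log2 fold change 1.85) and DUSP16 from 14.9 ± 0.665 to 38.6 ± 2.01 (log2 fold change 1.31). DUSP6, which acts on ERK, fell (log2 fold change -1.59, adjusted p = 4.44e-06 from limma), and DUSP4 did not pass (0.01, adjusted p = 0.935). With TMM and median-of-ratios factors DUSP4 was higher (log2 fold change 0.28, adjusted p = 0.00430, and 0.24, adjusted p = 0.0102).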

Previous studies showed that the DUSP1 gene, as a transcriptional target of the p53 tumor suppressor, is highly expressed in prostate cancer (Hou et al., 2012) and played a vital role to inhibit tumor progression in these tumors such as prostate cancer, bladder cancer, and colon cancer (Slattery et al., 2012).

In addition, some genes were significantly downregulated in Huh-7 cells treated with metformin, including FASN, MCM5, MCM6, PCNA, MARCKS, FADS2, CXCL1, BMP4, SKP2, and KNG1.

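The lipogenic enzyme FASN, at chromosome 17 from 82078338 to 82098294 of GRCh38, fell from 179.7 ± 23.5 FPKM in the control group to 53.1 ± 4.03 in the metformin group (SD, n = 3 each; log2 fold change -1.73, standard error 0.10, adjusted p = 8.27e-06 from limma). FADS2, a desaturase of polyunsaturated fatty acids at chromosome 11 from 61792980 to 61867354, fell from 59.4 ± 1.07 to 5.25 ± 0.325 FPKM (log2 fold change -3.27, standard error 0.056, adjusted p = 3.33e-07). CXCL1, a neutrophil chemokine at chromosome 4 from 73869393 to 73871308, fell from 39.9 ± 5.00 to 0.477 ± 0.157 FPKM (log2 fold change -4.79, standard error 0.11, adjusted p = 6.14e-07), and its fragments numbered 2714 over the control libraries and 33 over the metformin libraries. BMP4, at chromosome 14 from 53949736 to 53958761, fell from 31.0 ± 3.82 to 6.63 ± 1.19 FPKM (log2 fold change -2.07, standard error 0.13, adjusted p = 1.10e-05). MARCKS, an actin-binding substrate of protein kinase C at chromosome 6 from 113857345 to 113863475, fell from 127 ± 7.02 to 28.1 ± 5.19 FPKM (log2 fold change -2.16, standard error 0.13, adjusted p = 8.37e-06). KNG1, kininogen, at chromosome 3 from 186717348 to 186744410, fell from 5.38 ± 0.490 to 0.465 ± 0.0807 FPKM (log2 fold change -2.12, standard error 0.088, adjusted p = 2.62e-06), with 1056 and 92 fragments. The pseudocount of 1 understates the change of KNG1 and CXCL1, which lay below 1 FPKM in the metformin group. With a pseudocount of 0.1 their log2 fold changes were -3.28 and -6.15.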

FASN is a critical enzyme of synthetizing long-chain FAs from malonyl-CoA and acetyl-coenzyme A (CoA) and has been identified at high levels in several human cancers such as prostate cancer (Souchek et al., 2017), pancreatic cancer (Alo et al., 2007), breast cancer (Gonzalez-Guerrico et al., 2016), and colorectal cancer (Zaytseva et al., 2015). FASN overexpression in cancers had frequently been related to biological aggressiveness and a poor prognosis (Gansler et al., 1997). Some studies revealed that FASN overexpression was closely associated with the PI3K-AKT pathway and SREBP 1c transcriptional regulation. Therefore, FASN was considered one of the more than 600 most promising therapeutic drug targets in human cancers (Behan et al., 2019). Proteins of the mini-chromosome maintenance family, including MCM2–7, are collectively referred to as MCM, which mainly affect the stability of microchromosome mitosis. MCM5 and MCM6, as two members of the MCM family, are associated with the initiation and extension of DNA replication and cell proliferation (Semple and Duncker, 2004). MCM5 overexpression has been discovered in some human cancers containing cervical cancer, bladder cancer, and so on (Alison et al., 2002). Therefore, MCM proteins could always be identified as a biomarker for tumor cells that might improve diagnostic accuracy. PCNA is a kind of nuclear protein that ubiquitously exists in normal proliferating cells and tumor cells. PCNA synthesized during all stages of the cell cycle has a crucial effect on replicating and repairing DNA through supplying DNA polymerases, and loads of protein partners participated in some significant biological processes such as DNA repair and cell cycle (Naryzhny, 2008). PCNA is an indispensable constituent of the ultimate mutual pathway shared by all mitogenic signals and is always in a central position for numerous other cell-signaling pathways. PCNA also has a high level of expression in numerous tumor cells. Therefore, PCNA is identified as a potentially valuable biomarker for cancer diagnosis and prognostic therapeutics (Naryzhny and Lee, 2007). MARCKS, a non-helical, nonspherical, and nonstructural acidic protein, is mainly a kind of PKC substrates taking part in various biological processes involving cytoskeletal control, cell cycle regulation, chemotactic effect, inflammatory reaction, and so on (Lee et al., 2015). In different physiological environments, MARCKS interacts with signals of downstream pathways. Abnormal MARCKS signals may participate in malignant deformation, uncontrolled proliferation, migration, and invasion of malignant tumor cells. Recently, some studies showed that as a proto-oncogene, MARCKS takes part in the tumorigenesis and development of several cancers such as lung cancer (Rohrbach et al., 2015), breast cancer (Chen et al., 2015), renal cell carcinoma (Chen et al., 2017), pancreatic cancer (Brandi et al., 2016), and HCC (Naboulsi et al., 2016) and plays an important role in participation in signaling pathways of many cancers. In addition, MARCKS also has an effect on the sensitivity of cancer cells to chemotherapy drugs and targeted radiation therapy. For these reasons, MARCKS might be an underlying drug target (Chen et al., 2014). FADS2 is one of the FA desaturase gene families.

FADS2 (Ralston et al., 2015), encoding a membrane-binding protein composed of 444 amino acids that cross the cytomembrane four times (Marquardt et al., 2000), has a vital effect on the biosynthesis process of FA (Nakamura and Nara, 2004). The main function of FADS2 is to regulate the synthesis of polyunsaturated fatty acids by introducing a double bond in the hydrocarbon chain of FAs. FADS2 is the first rate-limiting enzyme in polyunsaturated fatty acid synthesis (Lee and Park, 2014). Recent studies showed that FADS2 has a high expression level in breast cancer tissues and esophageal squamous cell carcinoma, which plays a vital role in the occurrence and development of these cancers (Lagarde and Nicolaou, 2015). FADS2 has become a promising drug target in the treatment of cancers. CXCL1, a small molecular cytokine, belongs to the CXC chemokine family, also known as growth regulating oncogene a (GRO a). It produces normal physiological and immune responses by recruiting specific cell groups to infect the specific site of the tumor (Yapa et al., 2017). CXCL1 not only plays a significant role in inflammatory response but also participates in a variety of biological processes, such as angiogenesis tumor genesis (He et al., 2012), atherosclerosis (Boisvert et al., 1998), wound healing, and so on (Ridiandries et al., 2017). Some studies showed that several liver diseases could induce the high expression of CXCL1 in hepatocytes and hepatic astrocytes and eventually lead to tumor genesis, development, invasion, metastasis, and poor prognosis (Miyake et al., 2013). It has also been reported that in the microenvironment of liver cancer, hepatic astrocytes could secrete CXCL1, which helps to induce epithelial–mesenchymal transformation of hepatocarcinoma cells, resistance to regulation, migration, and invasion, and degradation of extracellular matrix by activating the PI3K/AKT pathway (Sobolik et al., 2014). Because of playing an important role in tumor development and potential clinical significance, as a tumor marker, CXCLl might be considered as a therapeutic target of cancer. BMP4, belonging to the BMP subfamily, is a kind of multifunctional signaling molecule that plays a crucial role in regulating important biological functions such as cell growth and development, tissue differentiation, organ formation, apoptosis, and so on (Watanabe et al., 2001). As an upstream signaling molecule, BMP4 carries on its biological functions mainly by activating the intracellular downstream signaling pathway. Some studies showed that in addition to Smad signaling pathway in response to BMPs, BMP4 could also activate downstream p38, JNK, ERK1/2, and other kinases through the interaction between the receptor and MAPKKK, and then p38, JNK, ERK1/2, and other signaling pathways are activated to regulate the transcription of downstream target genes (Selvamurugan et al., 2004). BMP4 can act on tumor growth directly or indirectly by interacting with cytokines or affecting downstream gene expression. On the one hand, BMP4 promotes tumor growth by directly stimulating the expression of genes related to tumor cell proliferation and migration. For instance, in prolactin tumors, BMP4 facilitates the expression of proliferation-related genes such as C-MYC to provoke tumor cell proliferation (Paez-Pereda et al., 2003). On the other hand, BMP4 inhibits tumor growth by interacting with other cytokines. For example, in myeloma cells, BMP4 inhibits DNA synthesis depending on interleukin-6 by downregulating tyrosine phosphorylation of Stat3 induced by interleukin-6 and then inhibits tumor cell proliferation (Hjertner et al., 2001). SKP2, also known as FBXL 1, is an E3 ubiquitin ligase in the ubiquitin degradation system, forming Skp2-SCF ubiquitin ligase complex with Cullin-1, Skp1, and Ring-box 1 for degrading protein substrate. The function of SKP2 as a direct regulator of cyclin-dependent kinases and gene transcription regulators has been established (Frescas and Pagano, 2008). Accumulating studies reported that SKP2 could promote the degradation of several tumor suppressor proteins, including P27, P21, P57, and P130 and also degrade Forkhead box protein O1 by ubiquitination, a transcription factor in the FoxO family with the function of inducing cell cycle arrest, thus to promote the occurrence and development of tumors. It is detected that the protein level of SKP2 is upregulated in various types of human cancers containing liver cancer (Shin et al., 2011), lymphoma, and prostate cancer (Yang et al., 2002). Accumulating studies have reported that SKP2 has a high expression in HCC tissues, and its overexpression might indicate a poor prognosis. KNG1 gene located on chromosome three contains 11 exons expressing high molecular weight kininogene (HK) and low molecular weight kininogene (LK). KNG1 is mainly synthesized in the liver belonging to a plasma protein and a cysteine proteinase inhibitor cleaved into six subchains. KNG1 has been revealed to exert blood coagulation and important anti-inflammatory functions and inhibit the proliferation of endothelial cells and glioma cells (Xu et al., 2018). A recent study demonstrates that KNG1 is connected with the coronavirus disease 2019 infection by reducing ACE2–bradykinin axis related to lung injury and inflammation (Roche and Roche, 2020). Several studies showed that KNG1 had higher content in urine and serum from different cancers, and the content of KNG1 in serum was lower before operation than after operation in colorectal cancer patients (Navaneethan et al., 2014). Recently, KNG1 was also considered a serum biomarker for the early detection of colorectal cancer and advanced colorectal adenoma (Wang et al., 2013). It is noteworthy that the significant decrease in FASN (log2FC= −1.64), MCM5 (log2FC = −1.95), MCM6 (log2FC = −1.90), PCNA (log2FC = −2.31), MARCKS (log2FC = −2.00), FADS2 (log2FC = −3.22), CXCL1 (log2FC = −6.27), BMP4 (log2FC = −2.12), SKP2 (log2FC = −2.03), and KNG1 (log2FC = −3.12), all of which have been related to tumor cell growth, invasion, and metastasis.

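All 10 of these genes, FASN, MCM5, MCM6, PCNA, MARCKS, FADS2, CXCL1, BMP4, SKP2 and KNG1, were DEGs and lower in each of the 3 metformin libraries than in each of the 3 control libraries. Of the 2040 DEGs, 2017 likewise had no overlap between the groups, so this adds little to the call. As ratios of the mean FPKM of the control group to that of the metformin group, the decrease was smallest for FASN (3.38-fold) and largest for CXCL1 (83.7-fold), with FADS2 and KNG1 next at 11.3-fold and 11.6-fold. The other 6 genes lay between 4.39-fold and 5.40-fold. All 10 genes were also lower, with an adjusted p under 0.05 from limma, under each alternative scaling, pseudocount and filter and without each library in turn. The authors chose these genes from the same libraries, so their shared direction here is not independent evidence. The paper also measured the 10 genes and DUSP1 by quantitative RT-PCR and reports the same directions. It does not say whether that RNA came from other cultures than the libraries.

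**Figure D1:**
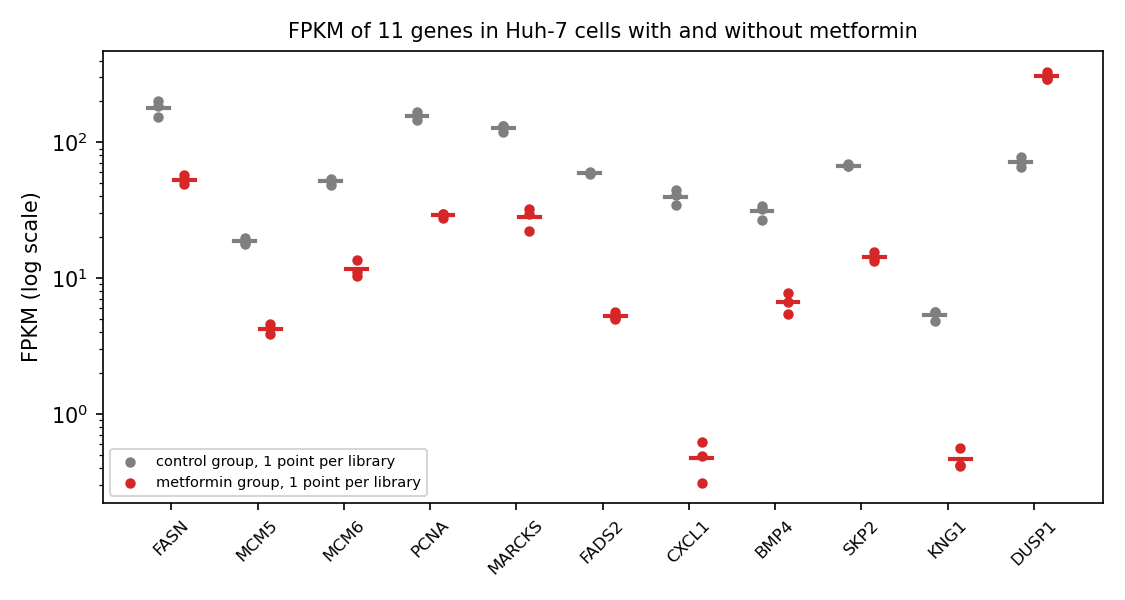
FPKM (log axis) of the 10 genes and of DUSP1 in Huh-7 cells, 1 point per library, 3 libraries per group, with a bar at the group mean. The metformin libraries lie below the control libraries for the 10 genes, from FASN to KNG1, and above them for DUSP1.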

Carcinogenesis is a complicated cellular process involved in the dysfunction of various biological pathways (Wang et al., 2013). Through transcriptome analysis, we determined many potential molecular pathways that are significant for carcinogenesis and tumor progression in Huh-7 cells with the treatment of metformin, such as DNA replication, cell cycle, FA biosynthesis, valine, leucine and isoleucine degradation, ECM–receptor interaction, TGF-β signaling pathway, Fanconi anemia pathway, basal cell carcinoma, synthesis and degradation of ketone bodies, microRNAs in cancer, AMPK signaling pathway, cytokine–cytokine receptor interaction, complement and coagulation cascades, TNF signaling pathway, pathways in cancer cGMP-PKG signaling pathway, and PPAR signaling pathway.

In this paper, the pathway of the cell cycle was significantly enriched in downregulated genes of Huh-7 cells treated with metformin (Supplementary Figure S1A). 

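Most genes of the G1/S transition and of mitosis were lower in the metformin group, and inhibitors of cyclin-dependent kinases were found on both sides. Of 21 tested cyclins, E2F factors, pocket proteins and partners of the G1/S transition 18 were lower, 1 was higher and 2 did not pass (the same numbers adjusted over the list alone; 3 higher and 15 lower with TMM factors, 2 and 15 with median-of-ratios factors). E2F8, an atypical member of the E2F family, fell from 10.9 ± 0.697 to 1.28 ± 0.236 FPKM (SD, n = 3 each; log2 fold change -2.38, standard error 0.092, adjusted p = 2.16e-06 from limma), and TFDP1, the partner of E2F factors, from 21.0 ± 0.617 to 7.69 ± 0.612 (log2 fold change -1.34). E2F3 was the higher member (0.25), and RB1 and E2F1 did not pass, though E2F1 was higher with TMM (log2 fold change 0.24, adjusted p = 0.00289) and median-of-ratios factors, and RB1 with TMM factors (0.21, adjusted p = 0.0277). Of the 37 genes of mitosis and G2/M 36 were lower and none was higher, and CDC25B did not pass (the same numbers over the list alone), but it was higher with TMM (log2 fold change 0.29, adjusted p = 0.00459) and median-of-ratios factors, where 32 and 34 genes were lower. ASPM, a spindle protein, fell from 17.4 ± 0.666 to 3.85 ± 0.283 FPKM (log2 fold change -1.92), the motor proteins CENPE from 13.5 ± 0.611 to 4.18 ± 0.276 (-1.49) and KIF11 from 28.1 ± 2.36 to 9.65 ± 0.316 (-1.45), and separase, ESPL1, from 9.17 ± 0.466 to 2.71 ± 0.197 (-1.46). CDCA3 had a log2 fold change of -1.09. Of the 8 CDK inhibitors 3 were lower, 2 were higher and 3 did not pass, likewise over the list alone (3 higher and 3 lower with TMM or median-of-ratios factors): CDKN2C fell from 3.92 ± 0.0943 to 0.324 ± 0.0245 FPKM (log2 fold change -1.89) and CDKN1A, a p53 target, from 8.70 ± 0.782 to 3.60 ± 0.164 (-1.07), CDKN1C had a log2 fold change of 0.80 (adjusted p = 0.00724) and CDKN1B -0.07 (adjusted p = 0.387), or 0.21, adjusted p = 0.0177, with TMM and 0.17, adjusted p = 0.0444, with median-of-ratios factors. Camera called the G1/S list (adjusted p = 0.000520, and adjusted p = 0.189 with an estimated correlation) and the mitosis list downregulated (adjusted p = 2.79e-09, and adjusted p = 0.189 with an estimated correlation), and not the CDK inhibitors (adjusted p = 0.485), which fry called downregulated (adjusted p = 0.000221).

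**Figure D2:**
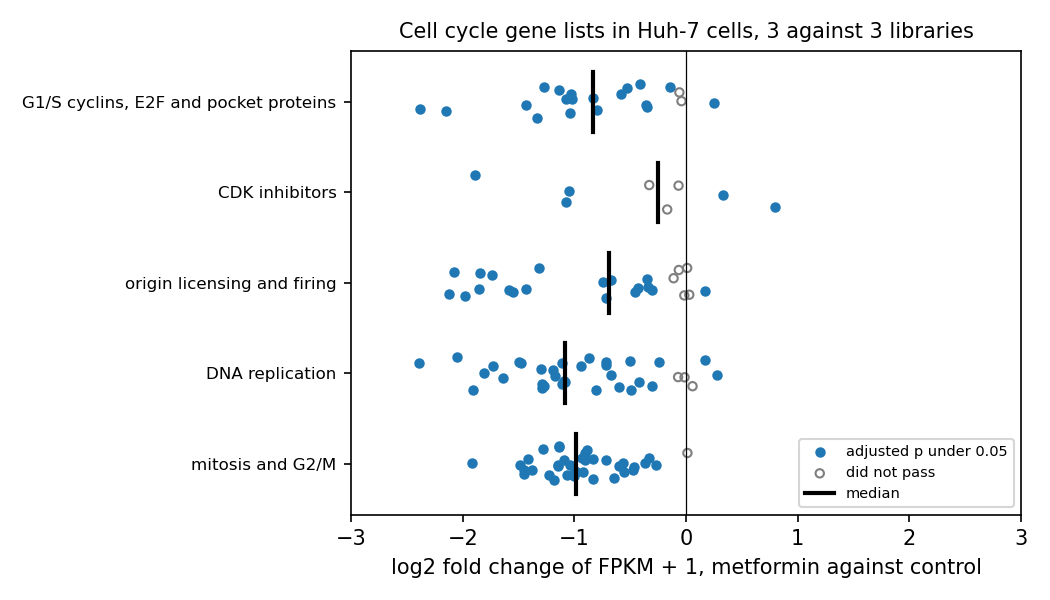
Log2 fold change of FPKM + 1, metformin against control, of each tested member (points) of 5 cell cycle gene lists, filled where the adjusted p is under 0.05, with a bar at the median of each list. Medians lie at -0.84 for G1/S genes, -0.25 for CDK inhibitors, -0.69 for origin licensing and firing, -1.09 for DNA replication and -0.99 for mitosis, and that of the CDK inhibitors moves to -0.02 with TMM and -0.06 with median-of-ratios factors.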

The cell cycle is a pathway associated with cell division mainly driven by a series of genes and other pathways. The regulation of the cell cycle is essential for cell proliferation, differentiation, and apoptosis, especially the compounds synthetized by cyclins and cyclin-dependent kinases. G1/S phase, called Restriction point (R point) in mammals, is the most important checkpoint and controls the transition of a cell from the G1 phase to the S phase. The R point mainly examines whether DNA is damaged or the extracellular environment is suitable, or the cell volume is large enough; therefore, the accurate transition of G1/S is important to the regulation of cell proliferation, and its misregulation may accelerate oncogenesis. SKP2, PCNA, and MCM families (MCM5, MCM6, and MCM7) are significant in the regulation of the G1/S transition (Bertoli et al., 2013) and were significantly downregulated in Huh-7 cells with metformin treatment. 

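SKP2, the F-box protein that directs degradation of CDK inhibitors, lies at chromosome 5 from 36151989 to 36196849 of GRCh38 and fell from 67.4 ± 1.30 FPKM in the control group to 14.4 ± 1.21 in the metformin group (SD, n = 3 each; log2 fold change -2.15, standard error 0.065, adjusted p = 1.14e-06 from limma). PCNA, the sliding clamp of DNA polymerases at chromosome 20 from 5114953 to 5126626, fell from 157 ± 10.4 to 29.0 ± 1.11 FPKM (log2 fold change -2.39, standard error 0.061, adjusted p = 7.59e-07). Of the subunits of the replicative helicase, MCM5 fell from 18.7 ± 0.880 to 4.24 ± 0.369 FPKM (log2 fold change -1.91) and MCM6 from 51.5 ± 2.69 to 11.7 ± 1.73 (log2 fold change -2.05). MCM7 was lower by less than 2-fold, from 141 ± 2.03 to 80.1 ± 5.10 FPKM (log2 fold change -0.81, standard error 0.055, adjusted p = 1.43e-05). In each of the 5 genes every metformin library lay below every control library, and nearly all DEGs had such a lack of overlap. The paper proposes that cell cycle arrest might be a mechanism by which metformin inhibits the proliferation of Huh-7 cells. From RNA, it draws on the enrichment of the cell cycle among the downregulated genes. It also draws on the decrease in SKP2, PCNA and the MCM genes, which act in the G1/S transition. Its flow cytometry after 48 h gave a larger share of cells in G1 and a smaller share in S phase. Proliferation itself was measured by an MTT assay and real-time cell analysis.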

The outcomes showed that the arrest of the cell cycle induced by metformin might be a kind of mechanism that causes proliferative inhibition of Huh-7 cells.

DNA and its related substance replication are the basis of cell division, and the perfect mechanism of DNA repair in cells is beneficial to maintaining the integrity of individual genomes. DNA damage caused by intracellular or extracellular stimulation may lead to genomic instability, resulting in cell apoptosis and even malignant transformation of normal cells into tumor ones or other irreversible adverse consequences if it cannot be repaired in time. 

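Of the 35 genes of DNA replication, polymerases, helicase, clamp loader and nucleases, 30 were lower in the metformin group, 18 of them more than 2-fold, 2 were higher and 3 did not pass (the same numbers adjusted over the list alone). MCM4, a subunit of the replicative helicase at chromosome 8 from 47960185 to 47978160 of GRCh38, fell from 53.1 ± 1.04 to 16.4 ± 1.74 FPKM (SD, n = 3 each; log2 fold change -1.64, standard error 0.076, adjusted p = 3.74e-06 from limma). MCM2, at chromosome 3 from 127598410 to 127622436, fell from 42.5 ± 0.422 to 18.1 ± 2.06 FPKM (log2 fold change -1.19, standard error 0.078, adjusted p = 1.25e-05). Over MCM2 to MCM7 all 6 genes were lower and 5 were DEGs. The flap endonuclease FEN1 fell from 52.4 ± 2.90 to 14.2 ± 1.03 FPKM (log2 fold change -1.81). RFC1 (0.28) and POLE3 (0.17) were the higher members. Of the 24 genes of origin licensing and firing 18 were lower, 1 was higher and 5 did not pass, with the same numbers over the list alone (5 higher and 14 lower with TMM factors, 5 and 15 with median-of-ratios factors; median -0.69, and -0.46 and -0.50 with these factors). GINS2 fell from 15.6 ± 1.32 to 2.81 ± 0.375 FPKM (log2 fold change -2.12) and GINS1 from 11.5 ± 0.864 to 1.97 ± 0.316 (log2 fold change -2.08), both subunits of the active helicase, and the licensing factor CDC6 from 19.4 ± 0.302 to 4.65 ± 0.217 (log2 fold change -1.85). Camera called DNA replication (adjusted p = 3.16e-06, and adjusted p = 0.215 with an estimated correlation) and origin licensing and firing (adjusted p = 0.000578, and adjusted p = 0.215 with an estimated correlation) downregulated.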

In our study, the DNA replication pathway in Huh-7 cells treated with metformin was enriched in downregulated genes such as PCNA and MCM families (MCM2, MCM4, MCM5, and MCM6) (Supplementary Figure S1B). The outcomes confirmed that the G1/S phase of cell cycle arrest caused by metformin might attribute to DNA replication.

ECM, as a main constitution of the extracellular microenvironment, plays an important role in the regulation of cell growth, metabolism, migration, proliferation, and differentiation by directly interacting with cells through integrins or other cell surface receptors and is also a significant tissue barrier for tumor metastasis (Wang et al., 2017). A study showed that the formation of ECM tumor fiber formed a cross-linked network structure, which not only helps to prop up and provide nutrition for tumor cells but also plays an important role in tumor growth and invasion. TGF-β produced by tumor cells is a kind of important regulatory factor of activating and promoting fibroblast formation and mediates tumor metastasis by promoting ECM fibrogenesis (Chakravarthy et al., 2018). The basement membrane is a significant part of ECM and acts in the process of ECM promoting tumor cell metastasis. Collagen and laminin are the main components of the basement membrane and play a crucial role in the invasion and development of cancer cells (Kim et al., 2010). 

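Most tested collagens and receptors of the extracellular matrix were lower in the metformin group, and laminins and other ligands moved both ways. Of 14 tested collagen genes 10 were lower, 1 was higher and 3 did not pass (the same numbers adjusted over the list alone). COL9A2 fell from 12.6 ± 1.45 to 4.97 ± 0.297 FPKM (SD, n = 3 each; log2 fold change -1.18, standard error 0.087, adjusted p = 2.09e-05 from limma), COL1A2 from 3.96 ± 0.319 to 1.59 ± 0.478 (log2 fold change -0.95), COL4A1 from 1.21 ± 0.246 to 0.119 ± 0.0239 (-0.98), COL1A1 from 1.89 ± 0.121 to 0.803 ± 0.0710 (-0.68) and COL9A3 from 1.09 ± 0.231 to 0.254 ± 0.0913 (-0.73), and COL6A1 was the higher member (0.58). Of 14 tested receptors 10 were lower, 1 was higher and 3 did not pass (the same over the list alone; 2 higher and 9 lower with TMM or median-of-ratios factors). ITGA5, the integrin chain that binds fibronectin, at chromosome 12 from 54395261 to 54419266 of GRCh38, fell from 12.1 ± 0.607 to 3.29 ± 0.304 FPKM (log2 fold change -1.61, standard error 0.072, adjusted p = 3.43e-06 from limma). HMMR, a hyaluronan receptor that also acts in mitosis, fell from 31.2 ± 2.24 to 13.5 ± 0.583 FPKM (log2 fold change -1.15). Among 17 tested laminins and other ligands 8 were lower, 7 were higher and 2 did not pass, likewise over the list alone (8 higher and 6 lower with TMM factors, 7 and 6 with median-of-ratios factors): THBS1, thrombospondin, fell from 46.2 ± 2.07 to 16.3 ± 2.21 FPKM (log2 fold change -1.46), while LAMA3 was higher, from 0.375 ± 0.0759 to 1.08 ± 0.169 (log2 fold change 0.60, adjusted p = 0.00161 from limma). Below the minimum level were COL2A1, with 290 fragments over the control libraries and 37 over the metformin libraries, ITGA7, with 205 and 96, and LAMB3, with 91 and 191. Camera called the receptors downregulated (adjusted p = 0.0334, and adjusted p = 0.215 with an estimated correlation), a call that was also lost without a filter on low values (adjusted p = 0.176) and with voom (adjusted p = 0.0746), in a range of 0.00969 to 0.176 over 12 settings, and neither collagens (adjusted p = 0.0827) nor laminins and other ligands (adjusted p = 0.762). The last list had a median of -0.12 while camera pointed up, and its median was 0.17 with quantile normalization, 0.05 with TMM factors, 0.02 with median-of-ratios factors and 0.16 with voom.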

In our study, the genes related to the ECM–receptor interaction pathways (Supplementary Figure S1C) are downregulated in Met-treated Huh-7 cells, such as collagen family members (COL1A1, COL1A2, COL2A1, COL9A2, COL9A3, and COL4A1), laminin family members (LAMB3, LAMC2, and LAMA3), and integrin family members (ITGA7 and ITGA5), which are highly consistent with the previous outcomes of migration and invasion assays. The outcomes demonstrated that the inhibition of migration and invasion in Huh-7 cells with metformin treatment might be worked through influencing ECM–receptor interaction pathway.

## Conclusion

In summary, this study showed that metformin had a significant inhibitory influence on the proliferation, migration, and invasion of Huh-7 *in vitro*, which was an outcome of mutual effect among a load of pathways such as DNA replication, cell cycle, ECM–receptor interaction, FA biosynthesis, AMPK signaling pathway, TNF signaling pathway, valine, leucine and isoleucine degradation, TGF-β signaling pathway, pathways in cancer, basal cell carcinoma, PPAR signaling pathway, and multiple of genes related with cell proliferation, cell adhesion, cell cycle, and microRNAs in cancer, substance metabolism, such as MCM family members and DUSP1, FASN, PCNA, SKP2, KNG1, CXCL1, FADS2, MARCKS, and BMP4. In conclusion, this work suggested that metformin might provide some therapeutic effects in the Huh-7 cell line. However, further investigation will be needed to confirm these findings in other HCC cell lines and even *in vivo* in the future study in the hope of providing a new perspective for future liver cancer therapeutic developments and developing cancer treatment drugs.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE190076.

How the deposited data were processed for this re-analysis (not part of the article)

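RNA of Huh-7 cells with 20 mM metformin (3 libraries) or without it (3 libraries) for 48 h was sequenced by the authors. The paper's methods name clean reads, the genome GRCh38, Cufflinks 2.1.1 and FPKM as the measure of expression; the text of the methods does not name the aligner. The deposited table gives FPKM per gene and library for 35840 genes identified by Ensembl gene IDs, 4063 of them at 0 in all 6 libraries, and the authors' filters and mapping are already part of it. The reads were not used here. Of the IDs, 35450 are in the GENCODE 44 annotation of GRCh38, which gave coordinates and biotypes.

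The FPKM of a gene in a library is a whole multiple of 1 step, the value of 1 fragment. This step depends on the exon length of the gene and on the library total. From these steps library totals of 17192221 to 18464783 fragments were computed, and whole fragments were rebuilt for 31749 of the 31777 genes above 0, with a tolerance of 1e-08 for a whole number. EEF2 is among the 28 genes without rebuilt fragments. Fragments limit low genes most: a gene of 1 kb at 1 FPKM holds few fragments in a library. Counts over overlapping genes and close paralogs share fragments in a way that was not measured, and the strand of the libraries is not used here.

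The comparison of metformin with control used limma 3.58.1 in R 4.3.3, with a mean-variance trend on log2(FPKM + 1), over genes with a mean of at least 1 FPKM in either group and Benjamini-Hochberg adjustment. A gene was a DEG at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's results. All tests were two-sided. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The procedure was tested on simulated data with 200 changed genes, of which some fell below the minimum level, and 12309 genes were tested. It called 81.8% of the 44 tested with a log2 fold change of -2 and 39.6% of 48 at -1.3. At 1.3 it called 76% of 50, and at 2 it called 98% of 50. Of the genes called, 3.4% were unchanged ones. The simulation had few changed genes, 1 fixed spread between replicates and no shift in scaling. In the real data 3784 genes were higher and 5781 lower of 13094, so these rates need not carry over.

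Gene lists (37) were fixed from textbook knowledge and the pathways that the paper names before the data were examined, as were the named genes, the tests and most alternatives. A list with at least 3 tested members was tested with camera of limma at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. With an estimated correlation camera takes its degrees of freedom from the 6 libraries alone, so it has little power here. The named genes are every gene that the paper names with RNA sequencing, the 10 highest and 10 lowest protein-coding DEGs with a mean of at least 5 FPKM and no overlap between the groups, and up to 4 members per list with the largest changes. The values of Tables 2 and 3 had been seen when this rule was written, and some lists hold genes of these tables. In AMPK and insulin signaling, the 4 genes higher and the 2 lower by more than 2-fold are all from these tables. Members of a list outside this rule that are named in the text were chosen after their values were seen.

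Alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, TMM factors, and leaving out each library in turn. Voom on rebuilt fragments (at least 10 in at least 3 libraries), median-of-ratios factors, protein-coding genes only, and no pseudocount with and without those factors were chosen after the data were seen. Alternatives that need counts given by the authors were not run, since the table holds FPKM, and no replicate block was fitted because the replicate numbers of the groups differ.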

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

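Genes outside those that the paper discusses rose in the metformin libraries, and those given here are among the 10 with the highest changes of the genes picked for having every metformin library above every control library. The log2 fold changes were 4.20 for the matrix proteoglycan FMOD, 3.57 for CYP1A1, 3.54 for RRAD, 3.46 for the hexokinase HKDC1, 3.25 for AKR1B10 and 3.15 for GADD45G. The metallothioneins MT1G, MT2A and MT1E had 3.41, 3.39 and 3.38. Chosen after these values were seen, a list of 9 metallothioneins had 7 tested members, all 7 higher under each scaling, with a median of 2.77 and a range of 0.89 to 3.41. On the scale of log2(FPKM + 1) 5 were above 2-fold, and 6, 7 and 6 with quantile normalization, TMM factors and median-of-ratios factors. The pseudocount held down MT1X (log2 fold change 0.925), whose mean went from 0.0752 FPKM in the control group to 1.04 in the metformin group. These genes are close paralogs, and how their fragments were shared was not tested.

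For the patterns below, the test of fragments moved from mitochondrial mRNAs to nuclear copies was chosen after the result was seen. The ribosomal RNAs of the mitochondrial genome, MT-RNR1 and MT-RNR2, rose (log2 fold change 2.09 and 1.83), higher under each scaling, while 8 of 13 mitochondrial mRNAs were lower and 1 was higher (8 and 0 with quantile normalization, 7 and 5 with TMM or median-of-ratios factors). Fragments shared with nuclear copies are argued against by the sums of each lower mRNA and its copies, which had a median log2 ratio of -1.132 (standard error 0.843, and 0.225 without MT-ATP8, which overlaps MT-ATP6); the bound set beforehand was missed, as MT-ATP8 widened the error, so this reading rests on the test chosen after the result was seen. In it, the copies (64) went from 484 to 147 FPKM, a change of -3.28% of the 10290 FPKM that the mRNAs lost, where fragments moved to them would have raised it. Less complete poly(A) selection cannot be told apart from an effect of metformin: only 2 other RNAs without a poly(A) tail were measured, with a median of -0.664 (standard error 0.573). A biological change of mitochondrial RNA by metformin stays open and was not tested apart from the design.

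Ribosomal protein genes rose together: 67 of 74 tested were higher and 4 were lower, and 70 and 3 with TMM or median-of-ratios factors. Scaling is argued against by a median 0.467 above that of all genes after quantile normalization (standard error 0.043), and expression level and length by 10000 matched random lists, of which 100% had a lower median (highest 0.251). Fragments shared with the 771 pseudogenes are argued against by sums that rose by a median of 0.522 (standard error 0.042; 0.531 over the 68 genes with rebuilt fragments). As a hypothesis, a shared rise of mRNAs with a 5' terminal oligopyrimidine tract may contribute: 14 genes of that class outside the ribosome had a median of 0.557 (standard error 0.151; 12 higher, 1 lower), against 0.064 in 31 other translation genes, and both medians were higher with TMM factors (0.835 and 0.322). This pattern was found and tested on the same libraries.

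Fewer genes were detected in the metformin libraries, 22456 to 23237 against 24860 to 25163. With the rebuilt fragments of each library thinned to 15488035 (the 28 genes not rebuilt left out) the mean difference was -2232 genes, and with the 100 most abundant of the other genes left out too and the rest thinned to 13019139 it was -2214, which argue against depth and against a few abundant genes as the whole cause. An effect of metformin on the number of genes stays open as untested.

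The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split gave 2040 DEGs, 639 upregulated and 1401 downregulated, where the highest of the other splits gave 0, and 16 gene lists called by camera, where the highest other gave 13. For each of these counts 1 split, the real one, gave a number as large. Each other split puts libraries of both treatments in both groups. A difference between treatments then widens the spread within groups, so a low number of DEGs there was fixed in advance. The other splits therefore decide nothing about the DEGs.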

How the results depend on the processing

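With a pseudocount of 0.1 there were 3420 DEGs (998 upregulated, 2422 downregulated). With TMM factors 1164 were upregulated and 922 downregulated, and with median-of-ratios factors 1052 were upregulated. Voom on rebuilt fragments called 4781 (1163 upregulated, 3618 downregulated), and 932 downregulated DEGs were protein coding. Voom, median-of-ratios factors and protein-coding genes only were chosen after the data were seen. The totals were within 1.5 times 2040 with quantile normalization (1852) and with no filter on low values (2006), and leaving out each library gave 2004 to 2128 DEGs (613 to 672 upregulated, 1352 to 1462 downregulated). Spearman correlation lowered the smallest correlation within groups to 0.9834 and between groups to 0.8689, and untransformed FPKM gave 0.9979 and 0.8719. Without a filter, mitochondrial-genome OXPHOS (0.0481), nuclear complex I (0.0461) and AMPK and insulin signaling (0.0248) passed, and ECM receptors (0.176) did not. With quantile normalization OXPHOS (0.00123) and complex I (0.019) passed and the integrated stress response did not (0.132). With TMM factors the integrated stress response (0.0683) and MAPK genes (0.101) did not pass, as with median-of-ratios factors (0.0618 and 0.0856), and with voom ECM receptors did not (0.0746). Leaving out a library gave adjusted p of 0.00727 to 0.052 for the integrated stress response, 0.0109 to 0.0506 for MAPK genes, 0.0475 to 0.107 for OXPHOS and 0.0445 to 0.0857 for complex I. With an estimated correlation no list passed: 0.215 for DNA replication, origin licensing and firing, homologous recombination and Fanconi anemia and ECM receptors, 0.189 for G1/S cyclins, E2F and pocket proteins, mitosis and G2/M, fatty acid synthesis and desaturation, complement and coagulation and autophagy and lysosome, 0.473 for cholesterol synthesis and uptake and branched-chain amino acid degradation, 0.451 for glycolysis and lactate, 0.698 for integrated stress response (ATF4 targets), 0.341 for MAPK immediate early genes and phosphatases, 0.204 for hepatocyte secreted and lipoprotein products and cytosolic ribosomal proteins. With fry, these passed that camera did not call: CDK inhibitors (0.000221), fatty acid oxidation and PPAR targets (4.42e-06), ketone body metabolism (0.00301), mitochondrial-genome OXPHOS (0.000153), nuclear complex I subunits (0.000532), heat shock and oxidative stress (0.00389), ErbB ligands and receptors (0.0175), AMPK and insulin signaling (0.000475), collagens (8.93e-05), TGF-beta and BMP signaling (7.48e-05) and Wnt and Hedgehog signaling (0.000290). In fry, against camera, these pointed the other way: gluconeogenesis and glycogen (0.00995), endoplasmic reticulum unfolded protein response (0.000502), TNF/NF-kB response genes (0.00139) and laminins and other ECM ligands (0.0190). The 2 tests ask different questions: camera compares a list with the other genes, and fry asks about a change from 0. In the same order the medians were -0.127, -0.135, -0.017 and -0.116, between 0 and the median of all genes tested, -0.138. Whether this accounts for the whole difference was not tested. Of 177 named genes tested, only BDH2 lost its adjusted p under 0.05, with quantile normalization (0.37, in the same direction), and none reversed, over the 12 settings with a test. The call of 141 named DEGs was lost for 13 with TMM, 11 with median-of-ratios and 6 with quantile normalization, and for at most 2 on leaving out a library. No paired analysis was possible because the replicate numbers of the groups differ. Alternatives that need counts from the authors were not run. The pseudocount lowers the fold changes of low genes, and a few fragments decide genes such as CCR6.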

Differences from the paper's values

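For the DEGs, the paper's counts were 4518 in all, 1812 upregulated and 2706 downregulated. Those here, at thresholds of the same size for adjusted p and fold change, were 2040, 639 and 1401. The measures differ: the paper's methods name Cuffdiff and also an FPKM above 1. Here limma was used on log2(FPKM + 1), where the pseudocount lowers the fold changes of low genes. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave a total (3420) and a downregulated count (2422) within 1.5 times the paper's. The others (no filter, quantile normalization, TMM factors, leaving out a library) did not. Voom, chosen after seeing the values, gave 4781 and 3618. No setting run gave an upregulated count within 1.5 times the paper's.

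All 35 genes of Tables 2 and 3 that could be compared had the paper's direction, and 28 differed in log2 fold change by more than the spread between replicates. The paper's values, with those here after them, were 2.98 and 2.68 for MYC, 2.42 and 1.97 for CREB3L1, 2.42 and 1.65 for HBEGF and 2.40 and 1.30 for IL15. In the same order, the next were 2.39 and 2.07 for DUSP1, 2.22 and 1.83 for IRS2, 2.06 and 1.81 for CREB3L3 and 1.96 and 1.62 for VEGFA. Further pairs were 1.82 and 1.55 for JUN, 1.76 and 1.49 for PPP2R5A, 1.75 and 1.47 for CRTC2 and 1.58 and 1.29 for SIRT1. Then came 1.45 and 0.65 for PLA2G4C, 1.36 and 0.91 for CREB5, 1.25 and 0.92 for CPT1A and 1.19 and 0.95 for EEF2. Next were 1.17 and 0.89 for PPARG, -6.17 and -1.35 for PPFIA4, -6.27 and -4.79 for CXCL1 and -3.12 and -2.12 for KNG1. Also differing were -3.08 and -1.17 for PDGFRA, -2.31 and -2.39 for PCNA, -2.03 and -2.15 for SKP2 and -2.00 and -2.16 for MARCKS. The last pairs were -1.90 and -2.05 for MCM6, -1.38 and -1.27 for PPP2R1B, -1.23 and -1.37 for IGF2 and -1.11 and -1.27 for CREB3L2. 

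Among the alternatives set before the data were examined, TMM factors brought MYC, DUSP1, CREB3L3, VEGFA, JUN, PPP2R5A, CRTC2, SIRT1, EEF2, PPARG, MARCKS and MCM6 within the replicate spread of the paper's value, a pseudocount of 0.1 PLA2G4C, CXCL1 and KNG1, and no filter on low values MARCKS. Quantile normalization brought none of the 28. The 7 genes within the spread before were FADS2, DKK1, BMP4, MCM5, FASN, GYS1 and CDCA3. Of these, TMM factors moved all 7 out, a pseudocount of 0.1 FADS2, DKK1, MCM5 and GYS1, no filter CDCA3, and quantile normalization MCM5, FASN and CDCA3. Leaving out a library brought CREB3L3 and PPP2R1B (without control replicate 4); PCNA, MARCKS, MCM6 and PPP2R1B (without control replicate 5); PCNA, MARCKS and MCM6 (without control replicate 6); PCNA and PPP2R1B (without metformin replicate 1); MCM6 and PPP2R1B (without metformin replicate 2); MARCKS and MCM6 (without metformin replicate 3), and moved out FASN and CDCA3 (without control replicate 6); GYS1 (without metformin replicate 1); FADS2, DKK1, BMP4, MCM5, FASN and CDCA3 (without metformin replicate 3). None of these alternatives brought CREB3L1, HBEGF, IL15, IRS2, CREB5, CPT1A, PPFIA4, PDGFRA, SKP2, IGF2 and CREB3L2. For voom the spread was another measure, the SDs of the 2 groups each divided by the square root of 2 and added. For the settings without a pseudocount it was the spread on log2(FPKM + 1). Numbers of genes within the spread are therefore not strictly comparable between these settings and the others. Voom brought CREB3L1, HBEGF, IL15, CREB3L3, PPFIA4, CXCL1, PDGFRA and MARCKS and median-of-ratios factors MYC, DUSP1, CREB3L3, JUN, PPP2R5A, CRTC2, SIRT1, EEF2, PPARG, MARCKS, MCM6 and CREB3L2, both chosen after seeing the values; no pseudocount alone, chosen likewise, brought CXCL1. Median-of-ratios factors moved all 7 out, voom FADS2, MCM5 and GYS1, and no pseudocount alone FADS2, DKK1, MCM5, GYS1 and CDCA3. No pseudocount together with median-of-ratios factors, also chosen after seeing the values, brought all but PLA2G4C, PPFIA4, KNG1, PDGFRA and PCNA, moved out CDCA3, and left 29 of the 35 within the spread. Under that last setting, for which no test was run, all 35 stayed above 2-fold, whereas median-of-ratios factors left PLA2G4C and CDCA3 below 2-fold, voom CPT1A and PPARG (EEF2 has no value there), and no pseudocount alone CPT1A, EEF2 and PPARG.

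Of Table 2, PLA2G4C, CREB5, CPT1A, EEF2 and PPARG passed the test here below 2-fold. PLA2G4C was above 2-fold with a pseudocount of 0.1 and with voom, CREB5 with TMM factors, without metformin replicate 1, with median-of-ratios factors and with voom (1.00, adjusted p = 3.39e-05), and CPT1A, EEF2 and PPARG with TMM and median-of-ratios factors. CERS1 and TCF24, below the minimum level here, were DEGs with voom (log2 fold change 2.52, adjusted p = 0.000145, and -5.02, adjusted p = 1.61e-06), and CPT1B was not (0.48, adjusted p = 0.192). The paper lists CCR6 as downregulated, where the libraries hold 1 fragment in the control and 0 in the metformin group, and CHKB-CPT1B as upregulated, with 21 and 26 fragments. The paper's table gives DKK1 an adjusted p above its own threshold and lists it as downregulated, and DKK1 passed here.

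Among the genes of collagens, laminins and integrins that the paper describes as downregulated, LAMA3 was higher here (log2 fold change 0.60). Of the 3 below the minimum level, voom gave COL2A1 lower (-2.93, adjusted p = 3.97e-06), ITGA7 lower (-1.09, adjusted p = 0.000471) and LAMB3 higher (1.05, adjusted p = 0.000768).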

Other observations

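The list counts below stand beside those of all 13094 genes tested: 3784 higher, 5781 lower and 3529 that did not pass. Most genes of autophagy and the lysosome rose in the metformin libraries, with 29 tested, 22 higher, 3 lower and 4 that did not pass (22 higher and 3 lower adjusted over the list alone). RRAGC, a GTPase that recruits mTORC1 to the lysosome, rose from 3.46 ± 0.264 to 17.6 ± 1.78 FPKM (SD, n = 3 each; log2 fold change 2.06, standard error 0.086, adjusted p = 2.58e-06 from limma), and the autophagy gene ATG14 from 9.05 ± 0.510 to 33.8 ± 0.978 (log2 fold change 1.80). The list was called upregulated by camera (adjusted p = 2.29e-05, and adjusted p = 0.189 with an estimated correlation). Most genes for products that hepatocytes secrete fell: 25 tested, 3 higher, 19 lower and 3 that did not pass (3 higher and 20 lower adjusted over the list alone; of 24 tested, 4 higher and 14 lower with TMM factors, 4 and 15 with median-of-ratios factors). TTR fell from 20.8 ± 1.56 to 3.76 ± 0.453 FPKM (log2 fold change -2.20), the fetal protein AFP from 605 ± 25.5 to 134 ± 9.44 (log2 fold change -2.17) and APOB from 191 ± 5.92 to 52.6 ± 3.47 (log2 fold change -1.84), and APOE was among the higher members (log2 fold change 0.71). Camera called this list downregulated (adjusted p = 0.00265, and adjusted p = 0.204 with an estimated correlation). Hepatocyte transcription factors moved both ways, with 17 tested, 5 higher, 6 lower and 6 that did not pass (5 higher and 6 lower adjusted over the list alone; 8 higher and 3 lower with TMM factors, 7 and 4 with median-of-ratios factors), FOXA3 at a log2 fold change of 1.66 and FOXA2 at 1.50, a median of -0.07 and a mean of 0.11, or a median of 0.20 with TMM and 0.16 with median-of-ratios factors (adjusted p = 0.554 from camera).

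Glycolysis genes had 22 tested, 2 higher, 17 lower and 3 that did not pass (2 higher and 18 lower adjusted over the list alone), and fewer were lower with other scalings (2 higher and 9 lower with TMM factors, 2 and 10 with median-of-ratios factors). LDHA fell from 317 ± 14.9 to 146 ± 3.63 FPKM (log2 fold change -1.11) and PFKFB4 from 5.69 ± 1.38 to 0.465 ± 0.0779 (log2 fold change -2.17), while HK1 was higher (0.98). The list was called downregulated (adjusted p = 0.00487 from camera, and adjusted p = 0.451 with an estimated correlation). Mitochondrial-genome OXPHOS genes had 13 tested, 1 higher, 8 lower and 4 that did not pass (1 higher and 8 lower adjusted over the list alone; 5 higher and 7 lower with TMM or median-of-ratios factors; adjusted p = 0.0773 from camera), with MT-ATP6 at a log2 fold change of -1.84. Nuclear complex I genes had 32 tested, 3 higher, 18 lower and 11 that did not pass (3 higher and 18 lower adjusted over the list alone; 8 higher and 8 lower with TMM factors, 7 and 10 with median-of-ratios factors; adjusted p = 0.0715 from camera), with NDUFC2 at -1.60. Genes of the unfolded protein response had 21 tested, 8 higher, 10 lower and 3 that did not pass (8 higher and 10 lower adjusted over the list alone; 11 higher and 7 lower with TMM factors, 10 and 8 with median-of-ratios factors), with DNAJB9 at 1.05 and PDIA4 at -0.90. This list was not called (adjusted p = 0.920), camera pointing up against a median of -0.14, which was 0.13 with TMM and 0.09 with median-of-ratios factors. Ribosomal proteins had 74 tested, 67 higher, 4 lower and 3 that did not pass (67 higher and 4 lower adjusted over the list alone) and were called upregulated (adjusted p = 1.07e-16 from camera, and adjusted p = 0.204 with an estimated correlation).

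Lists of markers of other cell types held few expressed genes. Of the fibroblast markers 2 were tested, LUM lower (log2 fold change -1.40) and FBLN1 higher (0.52), and 9 were below the minimum level. Of the leukocyte markers CD14 (-1.60) and LYZ (-1.04) were lower, and 9 were below the minimum level. No endothelial marker reached it. These lists had too few members for a set test, and the counts adjusted over the list alone were 1 higher and 1 lower for fibroblasts and 2 lower for leukocytes.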
